# Transcriptional and functional motifs defining renal function revealed by single-nucleus RNA sequencing

**DOI:** 10.1073/pnas.2203179119

**Published:** 2022-06-13

**Authors:** Jun Xu, Yifang Liu, Hongjie Li, Alexander J. Tarashansky, Colin H. Kalicki, Ruei-Jiun Hung, Yanhui Hu, Aram Comjean, Sai Saroja Kolluru, Bo Wang, Stephen R. Quake, Liqun Luo, Andrew P. McMahon, Julian A. T. Dow, Norbert Perrimon

**Keywords:** snRNA-seq, Malpighian tubules, nephrocytes, cross-species, kidney disease

## Abstract

Recent advances in single-cell sequencing provide a unique opportunity to gain novel insights into the diversity, lineage, and functions of cell types constituting a tissue/organ. Here, we performed a single-nucleus study of the adult *Drosophila* renal system, consisting of Malpighian tubules and nephrocytes, which shares similarities with the mammalian kidney. We identified 11 distinct clusters representing renal stem cells, stellate cells, regionally specific principal cells, garland nephrocyte cells, and pericardial nephrocytes. Characterization of the transcription factors specific to each cluster identified *fruitless* (*fru*) as playing a role in stem cell regeneration and *Hepatocyte nuclear factor 4* (*Hnf4*) in regulating glycogen and triglyceride metabolism. In addition, we identified a number of genes, including *Rho guanine nucleotide exchange factor at 64C* (*RhoGEF64c*), *Frequenin 2* (*Frq2*), *Prip*, and *CG1093* that are involved in regulating the unusual star shape of stellate cells. Importantly, the single-nucleus dataset allows visualization of the expression at the organ level of genes involved in ion transport and junctional permeability, providing a systems-level view of the organization and physiological roles of the tubules. Finally, a cross-species analysis allowed us to match the fly kidney cell types to mouse kidney cell types and planarian protonephridia, knowledge that will help the generation of kidney disease models. Altogether, our study provides a comprehensive resource for studying the fly kidney.

## Significance

We performed a single-nucleus RNA sequencing study of the adult fly kidney, identifying 11 distinct clusters that we validated by gene markers. We characterized the roles of transcription factors involved in stem cell regeneration and metabolism, as well as genes that regulate the unusual cell shape of stellate cells. The dataset also provides a systems-level view of the organization and physiological roles of the tubules. Finally, we performed a cross-species analysis that allowed a comparison of the fly kidney cell types with mouse kidney cell types, as well as planarian protonephridia. This study provides a comprehensive resource for studying the insect kidney.

The functions of excretory systems are to remove toxins from the body and maintain homeostatic balance. For example, mammalian kidneys play important roles in several physiological processes, including water fluid homeostasis, removing metabolic waste products, controlling blood pressure, regulating blood cell composition, and bone mineralization (1). Although the excretory systems of various animals have differences, they typically have in common two activities: filtration and tubular secretion/reabsorption (2). In mammals, the mature kidney consists of two connected parts: a nephron, derived from the metanephric mesoderm, and a collecting tubule derived from the ureteric bud (1, 3).

The *Drosophila* renal system is composed of separated filtration nephrocytes and Malpighian (renal) tubules (4). Nephrocytes, which are first detectable at the end of embryogenesis and maintained into the adult stage, are composed of two distinct cell populations: 25 garland cell nephrocytes and 120 pericardial nephrocytes. Garland cell nephrocytes form a ring around the junction between the proventriculus and esophagus, whereas pericardial nephrocytes are located on both sides of the heart tube (5). These two types of nephrocytes, although derived from different cell lineages, share morphological, functional, and molecular features with podocytes, which form the glomerular filter in vertebrates and possess a protein sequestration activity reminiscent of the mammalian proximal tubule (5). The Malpighian tubules, considered to be analogous to the renal tubular system, develop from the ectodermal hindgut primordium and visceral mesoderm, and consist of two pairs of epithelial tubes that empty into the hindgut at its junction with the posterior midgut (6).

*Drosophila* Malpighian tubules and nephrocytes have been used to model human kidney diseases. Previously, a screen for genes involved in renal function identified over 70 genes required for nephrocyte function (7). In addition, 30 causative genes involved in steroid-resistant nephrotic syndrome have been analyzed in fly nephrocytes. Among them, *Cubilin* (*Cubn*) was found to be required for nephrocyte endocytosis (8). Furthermore, the coenzyme Q10 (CoQ10) biosynthesis gene *Coq2*, involved in regulating the morphology of the slit diaphragm-like structure and reactive oxygen species formation, contributes to a pathomechanism of COQ2-nephropathy (8). In addition to modeling numerous human renal conditions, such as chronic kidney disease and kidney stones, the Malpighian tubule is also an excellent model for studying the neuroendocrine control of renal function and rapid fluid transport (9).

Single-nucleus (snRNA-seq) and single-cell (scRNA-seq) RNA sequencing provide an opportunity to understand and revisit the cellular makeup of many organ systems, including the kidney. The mammalian kidney is composed of cell types with unique functions. Podocytes regulate the passage of proteins. Principal cells and intercalated cells balance systemic water, pH, and salt levels in the collecting duct (10–12). Two detailed scRNA-seq studies defined the whole landscape of the mouse and human kidney, with 32 distinct clusters of ontology (13, 14). Finally, scRNA-seq data can be used for the analysis of the pseudotemporal ordering of cells, which can provide information about the developmental trajectories of cellular lineages.

Here, we characterized the organization and physiological functions of the adult fly kidney at the single-cell level. Specifically, we identified 11 distinct clusters, including renal stem cells, stellate cells, principal cells, garland nephrocytes cells, and pericardial nephrocytes, and provide gene-expression–level data at single-cell resolution. Our study provides a comprehensive resource to study the fly kidney. For example, we identified the function of transcription factors (TFs) and genes that control cell shape. In addition, we performed a cross-species analysis between the fly kidney, planarian protonephridia, and mouse kidney, allowing us to map kidney cell types across species.

## Results

### snRNA-seq Identifies 11 Distinct Clusters in the Adult *Drosophila* Kidney.

The fly kidney consists of Malpighian tubules and nephrocytes that are located in different regions of the body. As part of the Fly Cell Atlas project, we dissected male and female Malpighian tubules (15) and annotated the cell types. In addition, as nephrocytes were not included in the Fly Cell Atlas, we performed snRNA-seq of both garland nephrocyte cells and pericardial nephrocytes (see details on sample and sequencing information in Dataset S1). 

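Nephrocytes of adult flies aged 5 to 7 d, in which *Dot-Gal4* drives a nuclear GFP, were dissected 10 flies at a time, with 50 flies per tube. The methods give 150 male and 150 female tissues in total and do not split this number between nephrocytes and Malpighian tubules. The nuclei were stained, sorted and loaded for droplet-based snRNA-seq, with 10000 nuclei targeted per sample. There was 1 female and 1 male sample, so a difference between the sexes has no replicate check. The study's methods give version 3.1 of the library kit and a fly husbandry temperature of 25 °C, whereas the sample labels give version 2 and 18 °C. The authors ran the cellranger count pipeline and deposited 2 tables of raw unique molecular identifier (UMI) counts per gene and nucleus barcode; the genome build and the cellranger version are not given in the sources used here. The deposit names the larger table for female and the smaller for male, but no sample record is tied to either table, and neither a name nor values were taken as the source of a sex, so the tables are called the larger and the smaller matrix. The larger matrix held 7890 barcodes, 13408 genes and 19107558 UMIs, with a median of 1315 UMIs and 676 genes per barcode. The smaller matrix held 5978 barcodes, 14930 genes and 18130609 UMIs, with a median of 1481 UMIs and 709 genes. No barcode had fewer than 500 UMIs. The paper's Dataset S1 gives 7888 female nephrocyte nuclei, with a median of 1316 UMIs and 676 genes, and 5986 male nuclei, with 1478 and 708, so the larger matrix lies near the female and the smaller near the male values. Nuclei with at least 200 genes were clustered together on 2000 variable genes and 30 principal components, with 15 nearest neighbors and a Leiden resolution of 2. The genes left out of the clustering were *sns*, *Cubn*, *Hand*, *pros*, the Y-linked genes, the factors of Dataset S5 and the paired genes of Datasets S6 and S7. The methods name Seurat and Harmony for this step, without parameters for the nephrocyte samples. Harmony was not run here. A cluster received a name only where at least 3 markers of a list written before the data were examined were raised in it. Intervals are exact 95% Poisson intervals for summed counts and exact binomial (Clopper-Pearson) intervals for shares, and they cover counting error only. Expression is given as UMIs of a gene per 1000000 UMIs of a group of nuclei (CPM).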

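Of the 13867 nephrocyte-sample nuclei with at least 200 genes, the main clustering gave 56 clusters, and none of them met the rule for a nephrocyte name. This count of 0 nuclei moved most, among the alternatives set in advance, when the genes left out were kept in the clustering, which gave 99 nephrocyte-like nuclei. After high *sns* had been seen in part of a mixed cluster, every cluster was divided again by the same kind of clustering, and 1 of the 215 sub-clusters met the rule. It came from that mixed cluster of 150 nuclei, which the rule had named female germline-like for *vas*, *osk* and *otu*, and held 56 nuclei, with 27 in the larger matrix (0.342% of its nuclei, 95% interval 0.226 to 0.498%) and 29 in the smaller matrix (0.485%, 0.325 to 0.696%). Its name rests on *kirre*, *Amnionless*, *Klf15* and *Cubn2*, of which *Amnionless* had 4 UMIs and *Klf15* had 2. Of the other markers of the nephrocyte list, *mgl* was at 228 CPM (121 to 389) against 1902 CPM in all other nuclei. *Dot*, whose driver marks the dissected cells, had 0 UMIs, which allows up to 52.5 CPM against 2.73 CPM in all other nuclei, so a rise could have been missed. These 56 nuclei are called nephrocyte-like, and their median depth was 728.5 UMIs. The *kl-3* cluster is the cluster with the highest *kl-3*, the marker shown for garland nephrocytes in Fig. 1B. The clustering left out *kl-3*, but the cluster was then picked by its *kl-3* level. It held 78 nuclei with a median of 3196 UMIs. The naming rule called it spermatocyte-like, with 11 of 14 markers raised. The rule gave the same name, on 3 markers, to another cluster of 213 nuclei, with 68 in the larger matrix and the digestive gene *Amy-p* among its leading genes, so the name alone is not specific. All 78 nuclei of the *kl-3* cluster were in the smaller matrix (1.30% of its nuclei, 1.03 to 1.63%). The larger matrix had 0 of 7889, which allows a share of up to 0.0380% by the limit of 3 counts used here for a count of 0.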

We successfully recovered 12,166 nuclei in the tubules, identified a garland cell nephrocyte cluster with 41 nuclei, and a pericardial nephrocyte cluster with 93 nuclei. In addition, 11 distinct clusters representing renal stem cells, stellate cells, regionally specific principal cells, and nephrocyte cells were identified (Fig. 1 *A* and *B*; marker genes listed in Dataset S2). Note that the tubule snRNA-seq data were independently annotated at Harvard and by the Fly Cell Atlas group with highly concordant results (*SI Appendix*, Fig. S2). In addition, we validated new markers, identified as cluster-specific, by driving fluorescent reporters with the appropriate GAL4 lines (Fig. 1 *C* and *D* and Dataset S3).

**Fig. 1.**
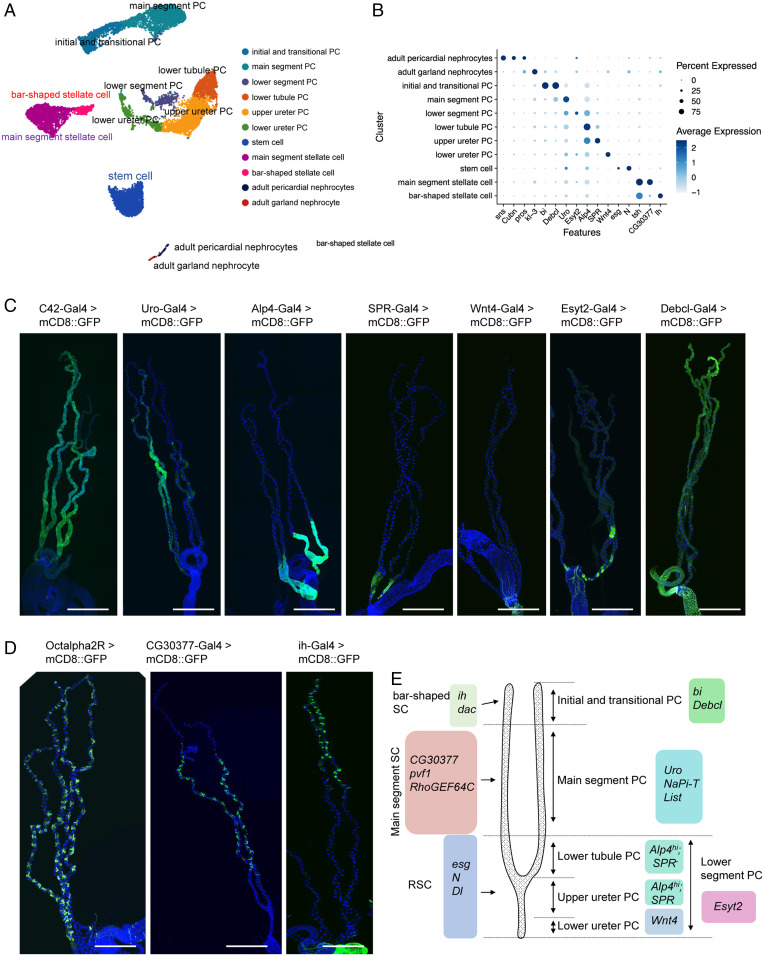
snRNA-seq analysis and markers identification of the fly adult kidney. (*A*) A single UMAP of the “fly kidney” contains 11 distinct cell clusters that were annotated on the UMAP. Note, however, that nephrocytes and tubules are not physically associated in vivo. (*B*) Expression levels and percentage of cells expressing the marker genes in each cluster are shown as a dot plot. (*C* and *D*) GFP expression under the control of Gal4 lines specific for each of the principal cell (PC) and stellate cell (SC) clusters. Note that the Gal4 expression patterns of *SPR*, *Wnt4*, *Esyt2*, *Debcl*, *Octalpha2R*, *CG30377*, and *ih* have not been previously reported. (Scale bars, 500 μm.) (*E*) Malpighian tubule cell types are identified based on differentially expressed marker genes.

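For the nephrocyte markers of the dot plot, the share of nuclei with at least 1 UMI was set beside that in 725 oenocyte-like nuclei, which should lack these genes and had a deeper median of 1947 UMIs. A UMI of *sns* was present in 35 of the 56 nephrocyte-like nuclei (62.5%, 48.5 to 75.1%) and in 4.00% of oenocyte-like nuclei. For *Cubn* the shares were 42.9% (29.7 to 56.8%) and 9.24%. For *pros* they were 33.9% (21.8 to 47.8%) and 2.76%. *kl-3* had a UMI in 43 of the 78 nuclei of its cluster (55.1%, 43.4 to 66.4%), in 1 of the 56 nephrocyte-like nuclei and in 17.3% of the 342 oenocyte-like nuclei of the smaller matrix, where the *kl-3* cluster lies. After each nucleus was thinned to 500 UMIs, which left out no nucleus, *sns* was present in 55.4% of nephrocyte-like and 0.552% of oenocyte-like nuclei, and *kl-3* in 38.5% of its cluster and 2.63% of oenocyte-like nuclei of the smaller matrix. The *kl-3* cluster was picked by its *kl-3* level, so its larger *kl-3* share follows from that choice and tests nothing.

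**Figure D1:**
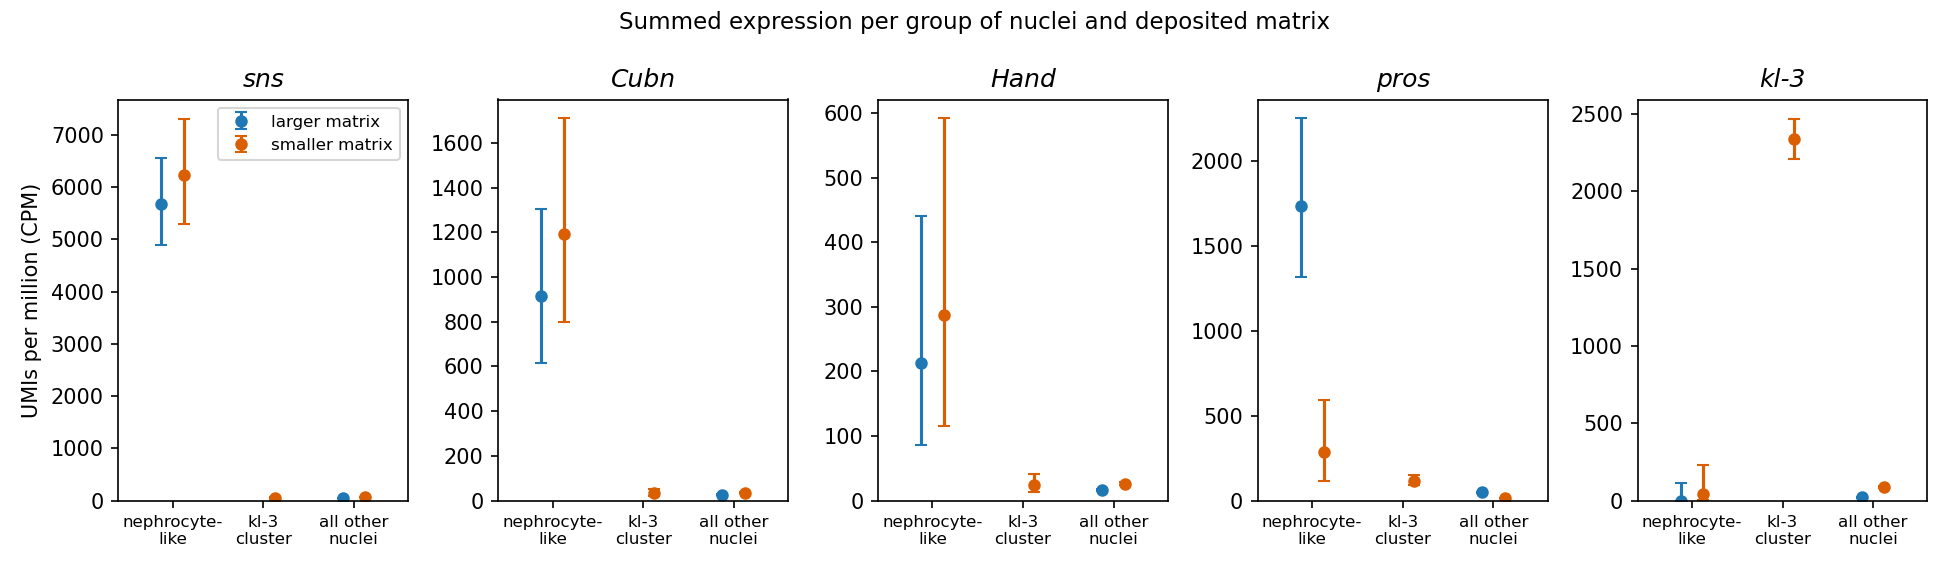
Expression of *sns*, *Cubn*, *Hand*, *pros* and *kl-3* in CPM (vertical axis, from 0) in nephrocyte-like nuclei, the *kl-3* cluster and all other nuclei (horizontal axis). Points are summed counts of 1 matrix, bars are exact 95% Poisson intervals that cover counting error only, and the *kl-3* cluster has no nuclei in the larger matrix; *sns* is at 5676 and 6242 CPM in nephrocyte-like nuclei of the larger and smaller matrix.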

The Malpighian tubule stem cell cluster is defined by the expression of *escargot* (*esg*), *Notch* (*N*), and *Delta* (*Dl*) genes (16). In addition, we identified six principal cells clusters (initial and transitional principal cells, main segment principal cells, lower tubule principal cells, upper ureter principal cells, lower ureter principal cells, and lower segment principal cells). Initial and transitional principal cells express *bifid* (*bi*) and *Death executioner Bcl-2* (*Debcl*) (Fig. 1*C*). The main segment principal cells express *urate oxidase* (*Uro*) (16) (Fig. 1*C*). Markers for lower tubule principal cells, upper ureter principal cells, lower ureter principal cells, and lower segment principal cells are: *SPR*, *Alp4*^hi^; *SPR*, *Alp4*^hi^; *Wnt4*, *Alp4*^hi^; and *Esyt2*, respectively (Fig. 1 *B* and *C*). *Alkaline phosphatase 4* (*Alp4*) has previously been reported as a marker of all principal cells in the lower segment (17) (Fig. 1*C*). In addition, we identified a small cell cluster expressing *Extended synaptotagmin-like protein 2* (*Esyt2*) that may represent a previously unrecognized lower segment cell cluster. *Esyt2* is expressed only in some cells in the lower segment, which correspond to an independent cluster on the UMAP. Gene ontology terms of *Esyt2*-expressing cells include “cell morphogenesis involved in differentiation,” “cell morphogenesis involved in neuronal differentiation,” and “actin-filament based process” (detailed information in *SI Appendix*, *Supplementary Text* and Fig. S2).

In addition, we identified two stellate cell clusters (bar-shaped stellate cells located in the anterior tubules and main segment stellate cells) (18) that both express *teashirt* (*tsh*), *kinin receptor* (*lkr*), and *Secretory chloride channel* (*SecCl*) (19–21). We also characterized a number of specific markers: *I_h_ channel* (*ih*) for bar-shaped stellate cells (Fig. 1*D*), *CG30377* for main segment stellate cells, and *α2-adrenergic-like octopamine receptor* (*Octα2R*) for all stellate cells (Fig. 1*D*).

The anterior and posterior tubules differ in morphology (22), gene expression (18, 23), and function (24). Specifically, anterior tubules have more prominent initial and transitional segments and play a major role in calcium excretion. Although anterior and posterior tubules were not separated during this dissection, they are nonetheless separable in our data by reference to the published bulk transcriptomes of anterior and posterior tubules (23). Both principal and stellate cells of the anterior tubule express the *Dorsocross* genes (*Doc1-3*), allowing the identification of bar-shaped cells, which are related to—but distinct from—the stellate cell cluster. Similarly, the initial/transitional cell cluster, which is enriched in *bi* and *Debcl*, is distinguishable from the main segment principal cells (Fig. 1). Within the main segment and lower tubule, *Dorsocross*-marked cells intersperse randomly with others, suggesting that the two tubule pairs are indistinguishable in their main and lower segment transcriptomes, but have a unique initial/transitional transcriptome.

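The 56 nephrocyte-like nuclei, a group defined after *sns* had been seen in their cluster but clustered and named without the genes *sns* (FBgn0024189), *Cubn* (FBgn0052702), *Hand* (FBgn0032209) and *pros* (FBgn0004595), were compared with all other nuclei. Counts were summed per matrix, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was fitted to the 4 sums with the matrix as a block, over 9183 genes. *sns* had a log2 fold change of 6.31 (standard error 0.743, adjusted p = 4.68e-14), and its ratio of CPM to the other nuclei was 132 in the larger and 102 in the smaller matrix. For *Cubn* the log2 fold change was 4.53 (standard error 0.626, adjusted p = 4.97e-10, edgeR). *Hand*, with 14 UMIs in these nuclei, had a log2 fold change of 3.00 (standard error 0.788, adjusted p = 0.00401, edgeR). Its level was 245 CPM (134 to 411), against 259 CPM in an unnamed cluster of 286 nuclei with the heart muscle markers *tin*, *H15*, *mid* and *Mhc* raised. *Hand* thus does not set the nephrocyte-like nuclei apart from that cluster, whereas every other cluster was lower. *pros* had a log2 fold change of 4.19 (standard error 0.665, adjusted p = 1.11e-07, edgeR), with 1739 CPM (1317 to 2253) in the larger and 287 CPM (116 to 592) in the smaller matrix. All 4 genes were higher in both matrices, but in the edgeR fit with no matrix block none passed the threshold of 0.05, with adjusted p of 0.0690 for *sns* and *Cubn*, 0.0917 for *Hand* and 0.135 for *pros*. Single nuclei carried much of the *sns* sum, with 94 of the 186 UMIs in the larger matrix in 1 nucleus and 57 of the 152 in the smaller matrix in another. Without the nucleus with the most *sns* UMIs the level over both matrices was 4378 CPM (3845 to 4963). Without the top nucleus of each matrix, the *sns* level was 2931 CPM (2363 to 3595) in the larger and 4150 CPM (3358 to 5073) in the smaller matrix. In all, 116 genes were higher and 494 lower at an adjusted p of 0.05 or less, of which 69 and 268 had been used in the clustering. With no matrix block edgeR called 0 higher and 0 lower, and DESeq2 with the block called 109 higher and 195 lower.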

Nephrocyte clusters are defined by the expression of *sticks and stones* (*sns*), *Cubn*,* Hand*, and *prospero* (*pros*) (25–27). *Sns* encodes a core component of the slit diaphragm-like structure (22) and *Cubn* encodes a receptor for protein reabsorption (26); both are critical for the function of nephrocytes. These two genes have lower expression in garland nephrocytes cells compared to pericardial nephrocytes. 

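The *kl-3* cluster had no nuclei in the larger matrix, so no test was run and the comparison was made within the smaller matrix, by counting error alone. *sns* was at 39.2 CPM (24.3 to 59.9) in the *kl-3* cluster and 6242 CPM (5289 to 7316) in the nephrocyte-like nuclei, a ratio of 0.00628 (0.00378 to 0.00995). *Cubn* was at 33.6 CPM (19.9 to 53.1) and 1191 CPM (798 to 1710.2), a ratio of 0.0282 (0.0148 to 0.0525). Both differences exceed the counting error. Set against all other nuclei of the smaller matrix, the *kl-3* cluster had 0.559 times their *sns* (0.345 to 0.858) and 0.907 times their *Cubn* (0.534 to 1.44), so neither gene was detectably raised in it at this depth, whereas *pros* was 8.08 times higher (6.03 to 10.7). The *kl-3* cluster also had raised spermatocyte genes. The paper states that garland nephrocytes have the lower expression of both genes.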

Details on the marker genes are listed in Dataset S3. *Wnt4*, *SPR*, *Esyt2*, *Debcl*, *ih*, *CG30377*, and *Octα2R* are marker genes that we validated in this study. Finally, in order to make the dataset accessible to users, we developed a visualization web portal (https://www.flyrnai.org/scRNA/kidney/) that allows users to query the expression of any gene of interest in different cell types.

### Cell-Type–Specific Expression of TFs and Regulatory Landscape.

To investigate the TFs that may contribute to kidney differentiation and function, we identified 44 cell-type–specific TFs by setting up the parameter cutoff based on gene-expression levels (fold-change > 3) and adjusting the *P* value (<0.05) (*SI Appendix*, Fig. S3*A*). We also applied SCENIC (single-cell regulatory network inference and clustering) to reveal TF-centered gene coexpression networks (28) for the simultaneous reconstruction of gene-regulatory networks and identification of cell states (Fig. 2 *A* and *B*). By inferring a gene-correlation network followed by motif-based filtration, SCENIC keeps only potential direct targets of each TF as modules (regulons). Among the TFs, *esg*, *klumpfuss* (*klu*), and *Sox100B* are specifically expressed in renal stem cells, and SCENIC could infer multiple downstream target genes. For example, among the *esg* target genes are *fruitless* (*fru*), *N*, *Dl*, and *klu* (Fig. 2*B* and Dataset S4). *fru* is expressed in renal stem cells of both sexes (*SI Appendix*, Fig. S3*B*) and knockdown of *fru* using EGT (*esg-GAL4*, *UAS-GFP*, *tub-GAL80^TS^*) induced renal stem cell proliferation, suggesting that it plays a role in renal stem cell proliferation and maintenance (*SI Appendix*, Fig. S3*C*). Another TF expressed in renal stem cells is *Sba* (*six-banded*). Interestingly, some of the TFs expressed in renal stem cells are also expressed in other types of stem cells. For example, *esg*, *klu*, and *Sox100B* are essential for intestinal stem cell proliferation and maintenance (29). In addition, *fru* is expressed in the male gonad stem cell niche and plays important roles in the development and maintenance of germline stem cells (30). *tsh*, *tiptop* (*tio*), and *Lim3* are expressed in both main segment and bar-shaped stellate cells (*SI Appendix*, Figs. S2*B* and S3*A*). *tsh* and *tio* are paralogous genes that control stellate cells shape and the expression of genes required for terminal physiological differentiation (21, 31). Interestingly, human *TSHZ* genes (orthologs of *tsh*) are causal kidney disease loci, including ureteral smooth muscle differentiation and congenital pelvi–ureteric junction obstruction (32, 33). In addition, we found that *dachshund* (*dac*), *Doc1*, and *Doc2*, previously reported to be expressed in initial and transitional principal cells and involved in tissue morphogenesis (34–36), are also highly expressed in bar-shaped stellate cells (*SI Appendix*, Fig. S3 *A* and *B*), suggesting that they may also have a role in their morphogenesis.

**Fig. 2.**
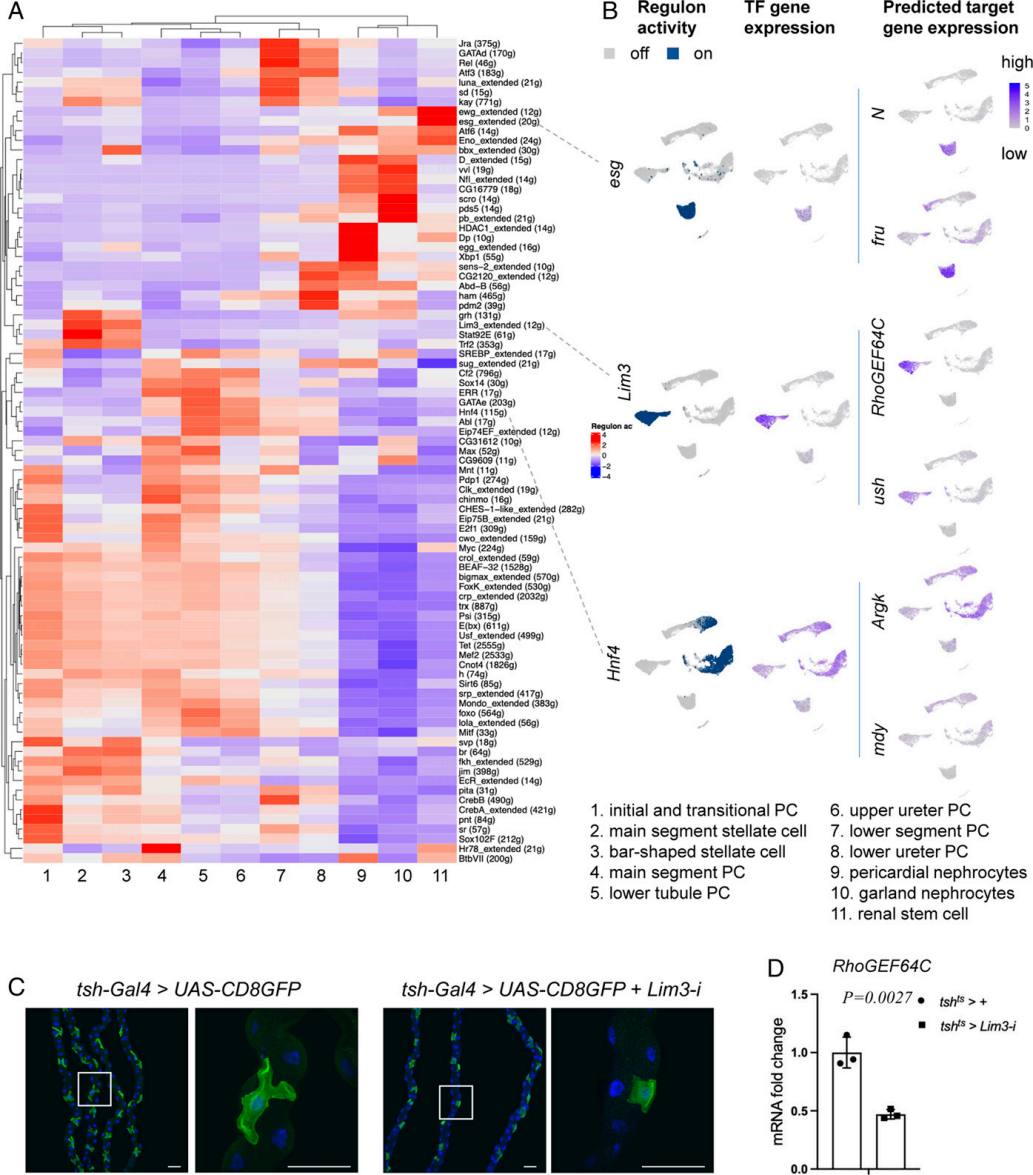
Cell-type–specific gene regulatory landscape of the fly kidney. (*A*) SCENIC results of the fly kidney. The heatmap shows the gene-expression level in each cluster. Low regulon activity is shown with blue color and high regulon activity is shown in red. See *SI Appendix*, Fig. S8 for an enlarged version of the heat map with gene names. (*B*) UMAP depiction of regulon activity (“on-blue,” “off-gray”) and TF gene expression (blue scale) of renal stem cells (*esg*), stellate cells (*Lim3*), and principal cells (*Hnf4*). Examples of target gene expression of the *esg* regulon (*N* and *fru*), *Lim3* regulon (*RhoGEF64C* and *u-shaped* [*ush*]), and *Hnf4* regulon (*Argk* and *mdy*) are shown in blue. (*C*) Stellate cell shape phenotype associated with RNAi knockdown of *Lim3*. DAPI (blue) staining for nuclei. (Scale bars, 50 μm.) (*D*) qPCR results show the *RhoGEF64C* mRNA fold change of *tsh^ts^ > +* and *tsh^ts^ > Lim3-i* in the Malpighian tubules for 8 d.

One interesting TF gene expressed in several subset cell clusters of principal cells is *Hepatocyte nuclear factor 4* (*Hnf4*). *Hnf4* human orthologs are *Hnf4γ* and *Hnf4α*, major regulators of renal proximal tubule development in the mouse (37). Purine metabolites—including inosine, adenine, xanthine, hypoxanthine, and uric acid—are associated with increased diabetes risk and diabetic nephropathy, and are increased in *Hnf4* mutant flies (38). Potential direct targets of Hnf4 include *Arginine kinase* (*Argk*) and *midway* (*mdy*) (Fig. 2*B*), with *mdy* acting as a repressor of *Hnf4* and HNF4 controlling lipid metabolism in *Drosophila* nephrocytes (39). We found that *Hnf4* is expressed only in principal cells, but not in stellate and renal stem cells (Fig. 2*C*). Interestingly, knockdown of *Hnf4* in the principal cells increased whole-body level of glycogen and TAG, suggesting that it regulates glycogen and TAG metabolism in Malpighian tubules (*SI Appendix*, Fig. S3*D*). Altogether, our analysis provides a list of TFs that control intestinal stem cells maintenance, stellate cells morphology, and kidney physiological function. Additional information on these TFs can be found in Dataset S5.

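Dataset S5 gives 11 of the transcription factors to pericardial and garland nephrocytes. In the comparison of the 56 nephrocyte-like nuclei with all other nuclei of the same 2 matrices, 6 of the 11 had a CPM ratio above 3, the study's cutoff for fold change, and the same edgeR quasi-likelihood test called 6 higher. *kn* had a log2 fold change of 5.70 (adjusted p = 5.61e-14, edgeR) with 120 UMIs, *CG3328* of 4.51 (adjusted p = 1.92e-09), *ush* of 4.23 (adjusted p = 2.06e-08) and *zfh1* of 2.34 (adjusted p = 0.00221). *pros* and *Hand* were the others. With no matrix block edgeR called 0 of the 11. *brp* had 0 UMIs, *HDAC1* 1, *Dp* 2, *egg* 2 and *Xbp1* 13 in these nuclei. None of these 5 was called, with adjusted p from 0.836 for *Xbp1* to 0.931 for *egg*. In the *kl-3* cluster, 2 of the 11 factors had a CPM ratio above 3 to the other nuclei of the smaller matrix, without a test: *brp*, with 114 UMIs, was 21.4 times higher (16.7 to 27.2), and *pros* was the other. The study compared with the other kidney clusters, whereas here the other nuclei are those of the nephrocyte samples.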

### Control of Stellate Cell Shape.

Stellate cells, which control channel-mediated Cl^−^ and water flux, have a cuboidal shape in third-instar larvae. Subsequently, during the pharate adult stage, they adopt a star shape in the main segment and a bar shape in the initial segment (40–43). Previous studies have shown that disruption of stellate cells affects fly survival. For example, conditional down-regulation of *Rab11* in stellate cells results in lethality at the pharate adult stage, and knockdown of *Snakeskin* (*Ssk*) in stellate cells results in loss of fluid integrity and a significant reduction in viability (43, 44). Furthermore, ablation of stellate cells causes lethality, confirming the essential role of this cell type (45). We identified two subclusters of stellate cells: bar-shaped stellate cells and main segment stellate cells (see Fig. 3*A*). Bar-shaped cells were originally described as a morphologically distinguishable subset of cells found only in initial segments of anterior tubules (18). These cells express *tsh*, as revealed by the c710 and c724 GAL4 lines that are both inserted downstream of *tsh*. Since then, we and others have shown that stellate cells also express the kinin receptor, the chloride channels Clc-a and SecCl, and the water channels Drip and Prip (41). Interestingly, bar-shaped cells do not express any of the key genes for transport in our dataset, even though they share a common developmental pathway, suggesting that they are likely not able to transport fluid. This is consistent with physiological studies that attempted to map transport along the length of the tubule, showing that initial segments do not transport fluid (46). Thus, our study indicates that, although stellate cells and bar-shaped cells share a common developmental pathway, they are both functionally and structurally separable.

To study the physiological function of stellate cells, we knocked down the top marker genes defining this cluster using *tsh-Gal4*, focusing on their shape and fly viability (*SI Appendix*, Fig. S4*A*). Among the 18 genes analyzed, 13 were associated with reduced viability, 4 affected main segment stellate cells shape, and 2 reduced main segment stellate cell number (*SI Appendix*, Fig. S4 *B*–*F*). Among these genes, the top-ranking marker gene, *Rho guanine nucleotide exchange factor at 64C* (*RhoGEF64C*) (Fig. 3*A*), encodes an exchange factor for Rho GTPases. Knocking down *RhoGEF64c* affects cell shape of the main segment stellate cells (Fig. 3 *B* and *C*), viability (Fig. 3*D*), and their number (Fig. 3*E*). In humans, Rho-GTPases regulate the formation and maintenance of long cellular extensions/foot processes and their dysfunctions are associated with nephrotic syndrome (47). Furthermore, following podocyte injury, Rho-GTPases orchestrate the rearrangement of the actin cytoskeleton (47). Interestingly, knockdown of *RhoGEF64c* results in loss of cytoarchitectural organization in main segment stellate cells (Fig. 3 *F* and *G*) but did not affect septate junctions (*SI Appendix*, Fig. S5 *A* and *B*). This contrasts with knockdown of *Ssk,* which caused loss of both cytoarchitectural organization and septate junctions (44). Finally, knockdown of other top marker genes—namely *Prip*, *Frq2*, and *CG10939*—did not affect the septate junctions (*SI Appendix*, Fig. S5 *C*–*E*).

**Fig. 3.**
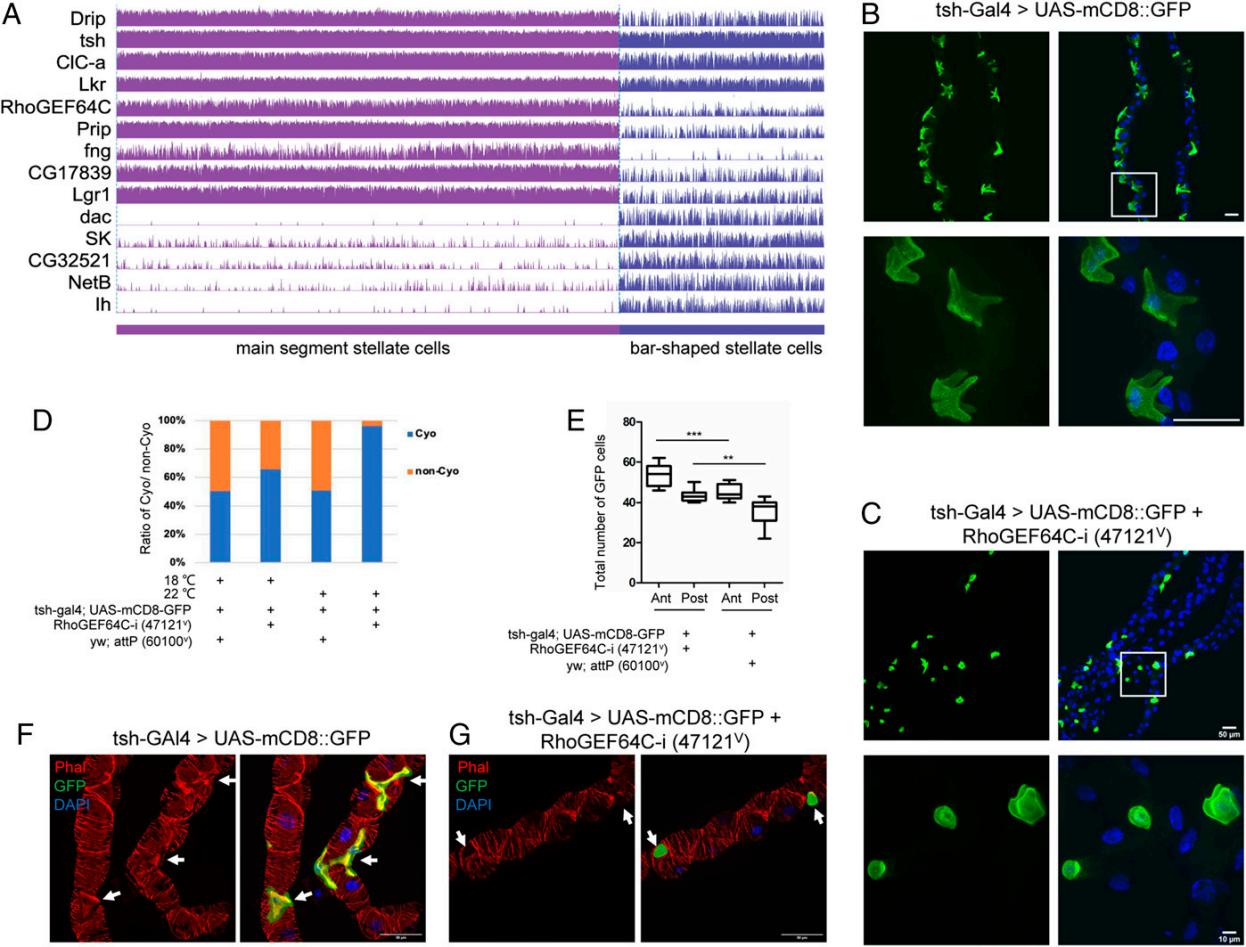
*RhoGEF64c* maintains stellate cell shape. (*A*) Gene-expression levels of selected markers specifically expressed in stellate cells. (*B*) Cell shape visualized using tsh-Gal4 driving mCD8-GFP. DAPI (blue) is used to stain nuclei. White box indicates the zoom-in region. (Scale bars, 50 μm.) (*C*) Knockdown using VDRC line 47121^v^ of *RhoGEF64c* affects stellate cell shapes. (Scale bars, 50 μm and 10 μm.) (*D*) Survival of *RhoGEF64c* knockdown (47121^v^) and control (60100^v^) animals. Statistics of CyO or non-CyO flies from the adult progenies *RhoGEF64c* knockdown and control raised at 18 °C and 22 °C. (*E*) Statistics of cell number of stellate cells (GFP^+^) of in *RhoGEF64c* knockdown and control flies. “Ant” means anterior Malpighian tubules and “post” means posterior Malpighian tubules. Data are presented as means ± SEM. **P < 0.01, ***P < 0.001. (*F* and *G*) Knockdown of *RhoGEF64c* results in loss of cytoarchitectural organization. Cell cytoarchitecture is visualized by Phalloidin (Phal; F-actin) staining. Arrows indicate SCs. (Scale bars, 50 μm.)

Interestingly, SCENIC results reveal that Lim3 is a highly enriched TF in stellate cells (Fig. 2*B*) and that *RhoGEF64C* is one of its predicted targets (*SI Appendix*, Fig. S3*B*). Consistent with the role of *RhoGEF64C* in controlling stellate cell morphology, knockdown of *Lim3* is associated with controlling stellate cell morphology and the mRNA level of *RhoGEF64C* (Fig. 2 *C* and *D*). Altogether, our results suggest that the star shape is essential for normal physiological function of stellate cells in adults.

### Reconciling Physiology with Clusters.

The Malpighian tubule generates a primary urine not by paracellular filtration but by potent active cation transport. In *Drosophila*, this is coupled to channel-mediated anion flux to balance charge and water channels to allow rapid flux of osmotically obliged water (9). The tubules can transport their own volume of water every 6 s, making them the fastest-secreting epithelium known (48). In contrast with the vertebrate nephron, the paracellular route in Malpighian tubules depends on septate junctions and solutes are excreted by a wide range of transporter genes (49–52). Many of the genes underlying these processes have been identified and some of them were specifically expressed in some cell types. However, the single-nucleus datasets allow us to address various questions at a larger scale. In particular, are genes ascribed to particular processes expressed in the same cell types or regions? What new insights can be gained as to regional specialization, and can we predict functions of previously uncharacterized genes based on their expression patterns (Fig. 4)?

**Fig. 4.**
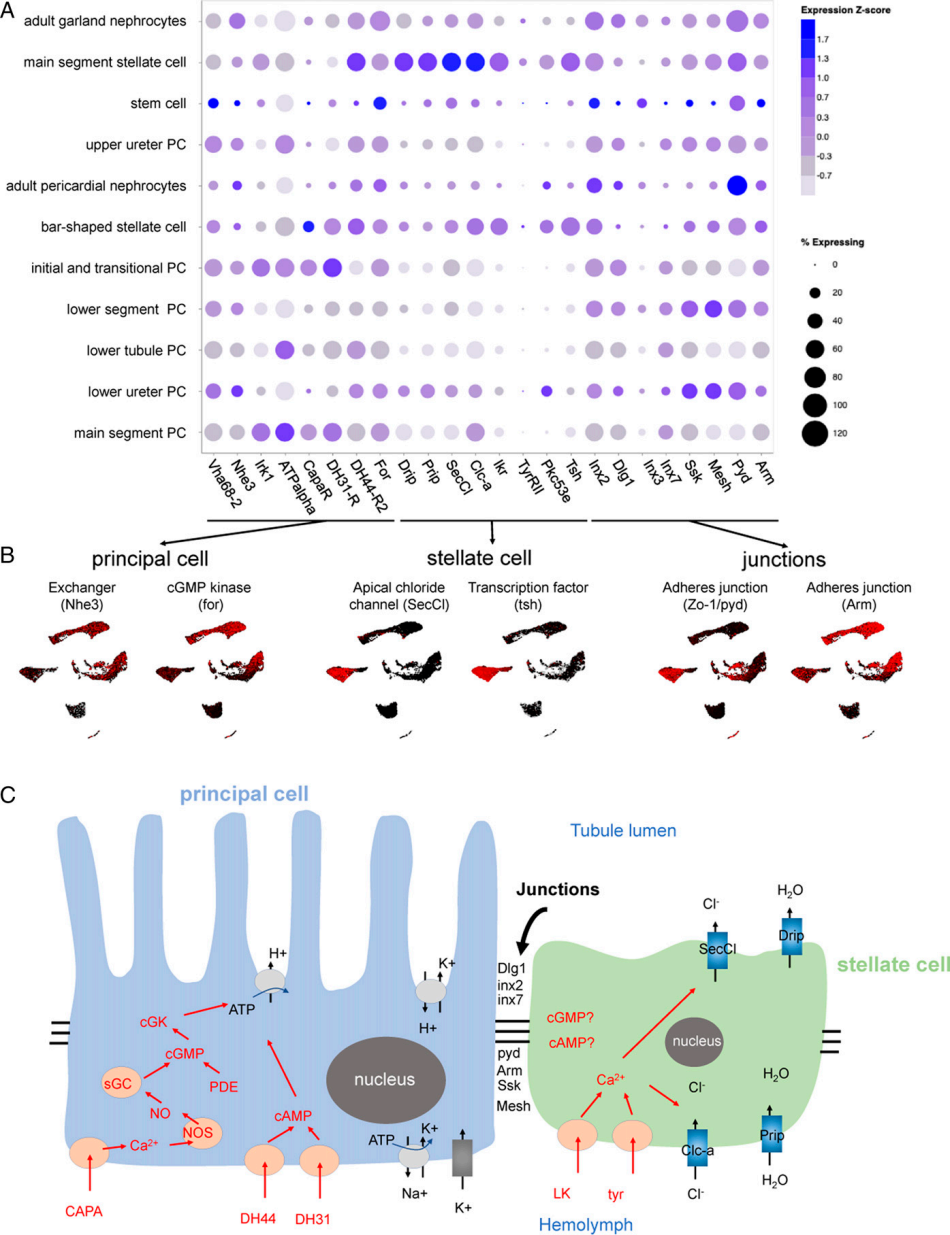
Mapping function to cell types and regions in the tubule. (*A* and *B*) t-Distributed stochastic neighbor embedding (tSNE) and UMAP distribution of genes involved in principal cell, stellate cell, and junctions. (*C*) Overview of the two-cell model of insect tubule fluid secretion and its control. Adapted from ref. (84).

Gene expression of principal cells in the UMAP broadly follows expectation (Fig. 4 *A* and *B*). First, the plasma membrane V-ATPase subunit genes all show elevated expression in principal cells along the whole length of the tubule, not just in the main segment (Fig. 4*A* and *SI Appendix*, Fig. S6*A*). Second, a candidate apical exchanger, *Na^+^/H^+^ hydrogen exchanger 3* (*Nhe3*), has the same expression pattern as V-ATPase subunit genes, which is also similar to Na^+^, K^+^ ATPase that stabilizes cellular cation levels (53) (Fig. 4 *A* and *B* and *SI Appendix*, Fig. S6*B*). This implies that the basic transport machinery is an inherent property of the whole length of the tubule, not just the secretory region. In contrast, the inward rectifier K^+^ channel family genes, all of which are strongly expressed in the tubule, show distinct patterns. *Inwardly rectifying potassium channel* (*Irk) 1* marks principal cells of only the secretory main segment of the tubule (Fig. 4*A*), *irk2* is expressed in the main segment and lower tubule, and *irk3* is generally expressed in principal cells (*SI Appendix*, Fig. S6*C*). Furthermore, receptors for the three major neuropeptides (Capa, DH31, and DH44) are found in principal cells of the main segment. These hormones are believed to act on principal cells to stimulate secretion. However, their expression patterns are slightly different (Fig. 4*A*). Both the *Capa receptor* (*CapaR*) and *Diuretic hormone 31 Receptor* (*DH31-R*) are expressed in the initial, transitional, and main segment. However, *DH44-R2* is present in the main segment, lower tubule, and surprisingly, in stellate cells.

Stellate cells are thought to provide a transcellular shunt for anions and water, and accordingly, the two chloride channels, *Chloride channel-a* (*Clc-a*) (54) and *Secretory chloride channel* (*SecCl*) (21), as well as the two true aquaporins *Drip* and *Prip* (41), show strong stellate cell-enriched expression (Fig. 4 *A* and *B*). Kinin and tyramine act on the renal tubule stellate cell to activate chloride shunt conductance (55) and both their receptors show strong localization to stellate cells, together with their downstream effector, protein kinase C, and the master transcription factor, *tsh*, which specifies stellate cell fate (21) (Fig. 4*A*). However, in our dataset, none of these genes show strong expression in bar-shaped cells, suggesting that although they are developmentally linked to stellate cells, bar-shaped cells are not able to either receive diuretic signals or respond to them.

Junctional permeability is critical in epithelia. As the principal cell and stellate cell lineages have distinct origins (ectodermal and mesodermal, respectively) (45), they might not necessarily form heterotypic junctions. In fact, both cell types express the septate (occluding) junction-associated genes *discs large 1* (*dlg1*), *ssk* (44), and *Mesh* (56) throughout the length of the tubule (Fig. 4*A*), suggesting that both principal cell–principal cell and principal cell–stellate cell junctions are equally tight. Interestingly, although both cell types also contribute adherens junction components, their marker genes are different, with *polychaetoid* (*ZO-1/pyd*) being highly expressed in stellate cells and *armadillo* (*arm*) in principal cells (Fig. 4 *A* and *B*). Of the gap junction (innexin) genes, three are strongly expressed in the tubule (57); *inx2* and *inx7* are expressed in principal cells but not stellate cells, and *inx3* transcripts are enriched in stem cells. Thus, principal cells have the ability to communicate and synchronize activities, but stellate cells are likely to be functionally independent. There is experimental evidence to support this idea in *Drosophila*; stimulation of principal cells with Capa elevates intracellular calcium in principal cells but not stellate cells (58), whereas the opposite holds for Kinin signaling (21). *CapaR* and *Kinin receptor* (aka *Leucokinin receptor -* *Lkr*) are expressed in principal cells and stellate cells, respectively (Fig. 4*A*). The Capa and Kinin pathways thus act independently on two cell types without detectable cross-talk (59). Functionally, stimulation of principal cells by Capa does not activate chloride shunt conductance, a hallmark of stellate cell activation by Kinin, indicating that calcium signals do not pass between the cell types (60). Note that although *Drosophila* provides a valuable reference, the phylogenetic breadth of insects is not to be underestimated, and this model may not apply universally; for example, the distal iliac plexus of the Lepidopteran *Trichoplusia ni* tubule may behave differently with respect to cell–cell coupling and reversibility of fluxes (61–63).

The tubules show strongly enriched expression of genes encoding organic solute transporters (49), including the ABC-transporters that underly eye color (*white* [*w*], *scarlet* [*st*], *brown* [*bw*]), and these are all confined to main segment principal cells (*SI Appendix*, Fig. S6*D*). Tubules are also excellent models for renal diseases (9, 64) and readily develop oxalate kidney stones. Knockdown of the oxalate transporter *Prestin* increases kidney stone prevalence, presumably by preventing reuptake of secreted oxalate (65, 66); *Prestin* is expressed in principal cells of the reabsorptive (67) lower tubule (*SI Appendix*, Fig. S6*D*). Similarly, transporter genes that have been implicated in the excretion of xenobiotics (53) are expressed only in principal cells (*SI Appendix*, Fig. S6*E*), confirming the role of these cells in general-purpose solute transport.

As well as transport, tubules play a liver-like role in detoxification, and show expression of genes known to detoxify insecticides (e.g., *Cytochrome P450 6g1* [*Cyp6g1*] and *Cyp12d1*) (68–70), and the master transcriptional regulator *Hormone receptor-like in 96* (*Hr96*) (71); all of these genes show close coexpression in principal cells (*SI Appendix*, Fig. S6*F*). Several transcription factors allow the clusters imputed here to be resolved. For example, *tsh* and *tio* are stellate cell-specific, *N* marks stem cells, and *Dac*, *Doc1*, Homothorax (*Hth*), and *cut* (*ct*) provide graded resolution of principal cell domains (*SI Appendix*, Fig. S6 *G*–*I*).

### Cross-Species and Human Kidney Disease Analysis.

Considering that the function of all animal excretory systems is to remove toxins from the body and maintain homeostatic balance, we next asked whether we could match fly kidney cell types to higher animal kidney cell types (mouse) and lower animal protonephridia cell types (planarian) (Fig. 5 *A*–*C*), and whether the single-cell–level data can help implicate new genes and cell types in human kidney diseases. We used the Self-Assembling Manifold mapping (SAMap) algorithm (72) to map our fly single-cell transcriptomes with scRNA-seq data from mouse (13) and planaria (73). This method depends on two modules. First is a gene–gene bipartite graph with cross-species edges connecting homologous gene pairs weighted by cell-type–specific expression similarity (all gene pairs are listed in Datasets S5 and S6). Second is a gene–gene graph projecting two single-cell transcriptomic datasets into a joint manifold representation, from which each cell mutual cross-species neighbors are linked to stitch the cell atlases together for fly and mouse kidney (*SI Appendix*, Fig. S7 *A* and *B*). With this method, SAMap produced a combined manifold with a high degree of cross-species alignment (*SI Appendix*, Fig. S7*C*). After measuring the mapping strength between cell types by calculating an alignment score (as edge width, shown in Fig. 5*D*), which was defined as the average number of mutual nearest cross-species neighbors of each cell relative to the maximum possible number of neighbors, we generated a Sankey plot with 10 fly kidney cell clusters matched to 26 mouse kidney cell clusters (Fig. 5*D*). A similar analysis was performed for flies and planarians, with nine fly kidney cell clusters matched to six planarian protonephridia cell clusters (Fig. 5*D* and *SI Appendix*, Fig. S8 *A*–*C*).

**Fig. 5.**
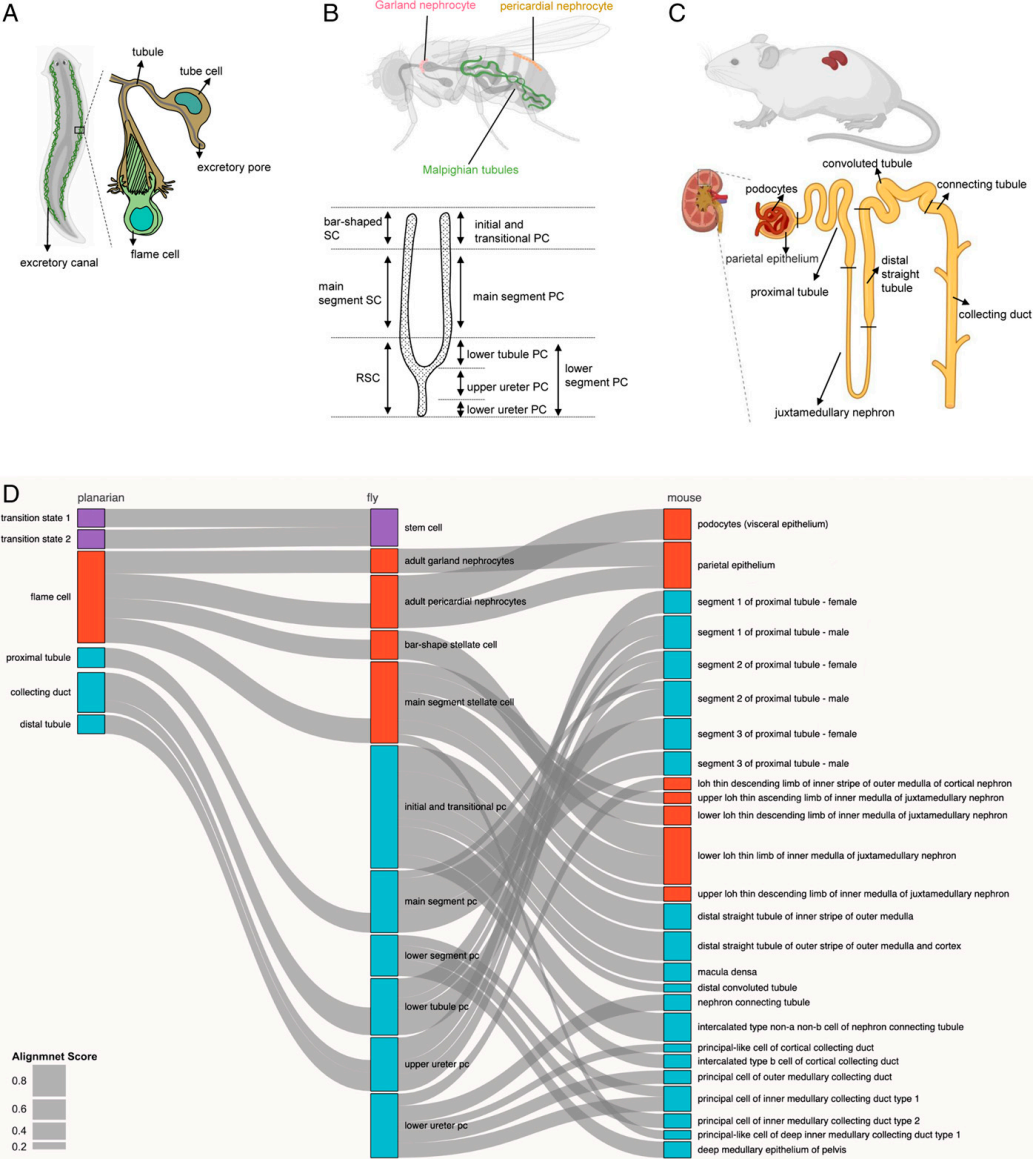
Cross-species analysis of fly, planarian, and mouse kidneys using SAMap. (*A*–*C*) The cartoons show the structure of the kidneys of three species. The planaria excretory canal contains tubule cells and flame cells. The fly kidney contains Malpighian tubules and two types of nephrocytes. The mouse kidney unit contains collecting duct, connecting tubule, convoluted tubule, distal straight tubule, juxtamedullary nephron, proximal tubule, podocytes, and parietal epithelium. (*D*) Sankey plot summarizing the cell-type mappings. Edges with alignment scores < 0.1 were omitted. Nonstem cell types are arranged along the proximal-distal axis. Magenta: stem cell types; red: ultrafiltration cell types; blue: resorption cell types.

The results of the fly/mouse analysis suggest that fly main segment principal cells, lower tubule principal cells, and upper ureter principal cells are similar to mouse proximal tubules (segments 1 to 3); fly bar-shaped and main segment stellate cells map to the mouse lower loop of Henle (LOH) thin limb of inner medulla of juxtamedullary nephron; fly adult pericardial nephrocytes are similar to mouse podocytes (visceral epithelium) and parietal epithelium; and fly adult garland nephrocyte cells map to mouse parietal epithelium (Fig. 5*D*). Thus, although pericardial and garland nephrocytes are frequently considered to be interchangeable, they represent different facets of the mammalian nephron. 

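The fly genes of the podocyte and pericardial nephrocyte pairs in Dataset S6 were compared between the 56 nephrocyte-like nuclei and the 78 nuclei of the *kl-3* cluster. Of the first 10 distinct genes, 9 were matched in the count tables, and 8 of these had a higher CPM in the nephrocyte-like nuclei. *CG42327* was at 6004 CPM there and 98.9 CPM in the *kl-3* cluster, *Syn1* at 1943 and 13.1 CPM, and *CAP* at 11641 and 573 CPM. *bt* was higher in the *kl-3* cluster, at 589.8 CPM against 228 CPM. *kirre* and *Cubn2* are among the 8 but also gave the nephrocyte-like nuclei their name, so they are not independent of it, and *sns*, also among the 8, prompted the search that found these nuclei. The study took the enriched pairs from its own processed fly data, so the list as a whole is not an independent check. No test was run, because the *kl-3* cluster lies in 1 matrix.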

Interestingly, we found that the fly lower segment principal cells represent a discontinuous cell population located in the lower segment region and match to mouse principal cells of inner medullary collecting duct type 1/2, suggesting that the fly lower segment principal cells cluster is a Malpighian tubule cell type. Finally, to determine the specificity of our cross-species analysis, we compared mouse kidney cells (15 cell clusters) to the entire Fly Cell Atlas dataset (252 cell clusters) (15). The results showed that the mouse clusters align well with the fly Malpighian tubule clusters if the entire Fly Cell Atlas was used (*SI Appendix*, Fig. S9*A*).

The fly/planaria comparison suggests that fly stem cells are similar to planarian transition state 1 and transition state 2 tissue-specific progenitors, indicating that kidney stem cells are present in both lower animal species but not mammals. Fly main segment principal cells map to planarian proximal tubule; fly lower tubule principal cells map to the planarian collecting duct; and fly upper ureter principal cells and initial and transitional principal cells map to the planarian distal tubule. 

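The fly genes paired with planarian flame cells in Dataset S7 were compared between the same groups of nuclei. The first 10 genes of the garland list all had a higher CPM in the *kl-3* cluster, where *ORY* reached 399 CPM and *Dhc98D* 166 CPM, and none of the 10 had a UMI in the nephrocyte-like nuclei, where a count of 0 within the smaller matrix allows up to 123 CPM. By that limit, 4 of the 10 were above it in the *kl-3* cluster and 6 were not, so for those 6 the difference was not detectable within the matrix. Over both matrices a count of 0 allows up to 52.5 CPM, and all 10 were above it. The *kl-3* cluster itself lies in the smaller matrix alone. Of the first 10 genes of the pericardial list, 9 were higher in the nephrocyte-like nuclei over both matrices, but among the 9, *Cubn2* also served to name these nuclei and *sns* prompted the search for them. Within the smaller matrix alone, 2 of the 10 were higher in the *kl-3* cluster. *CG33296* was at 735 CPM in the nephrocyte-like nuclei and 7.47 CPM in the *kl-3* cluster, and *zfh1* at 1295 and 222 CPM. *Mhc*, a muscle myosin gene, had 636 UMIs in the nephrocyte-like nuclei, of which 634 lie in 4 nuclei of the larger matrix, so its level describes those 4 and not the group. These values are summed counts without a test. The study took these pairs from its own processed fly data, so neither list is an independent check.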

Interestingly, fly pericardial nephrocytes, garland nephrocytes, bar-shaped and main segment stellate cells map to planarian flame cells, suggesting that these cell types have conserved function for removing waste materials (Fig. 5*D*).

Next, we chose several genes from homologous gene pairs (Datasets S6 and S7) to test the robustness of the comparative analyses. Based on the SAMap, fly *PDGF- and VEGF-related factor 1* (*Pvf1*) and *tsh* are highly expressed in stellate cells. Strikingly, the corresponding mouse genes *pdgfa* and *Tshz2* are highly expressed in the lower LOH thin limb of inner medulla of juxtamedullary nephron (*SI Appendix*, Fig. S7*D*). Furthermore, fly *Cyp6g1* and *Na^+^-dependent inorganic phosphate cotransporter* (*NaPi-T*) genes are highly expressed in main segment principal cells, and their corresponding genes in the mouse, *Cyp4b1* and *Slc22a6*, are highly expressed in mouse proximal tubules (*SI Appendix*, Fig. S7*D*). *Esyt2* is a marker gene for the fly lower segment principal cells, and its orthologous gene *Esyt1* is highly expressed in principal cells of the inner medullary collecting duct type 1/2 (*SI Appendix*, Fig. S7*D*). 

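Across the nephrocyte samples, *sns* was at 5917 CPM (5303 to 6582) in the 56 nephrocyte-like nuclei, which held 338 of its 2261 UMIs. With these nuclei taken out, the median over the 56 clusters was 39.8 CPM, and every cluster was below the nephrocyte-like nuclei. The next highest was a trachea-like cluster of 91 nuclei at 577 CPM, where 100 of the 123 *sns* UMIs came from 1 nucleus. The nephrocyte-like nuclei were clustered and named without *sns*, but the search for them among sub-clusters began after *sns* had been seen in their cluster.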

In the fly, *sns* is highly expressed in nephrocytes, and the orthologous gene in the mouse, *Nphs1*, is highly expressed in mouse podocytes (*SI Appendix*, Fig. S7*D*). With regards to planaria, despite the lower extent of genome annotation, we identified some informative gene pairs (Dataset S7) that include the fly nephrocyte marker gene *sns*, the stellate cell marker gene *Neprilysin 2* (*Nep2*), the stem cell marker gene *esg*, and the main segment principal cell marker gene *salt*, which could be mapped to the planaria cell clusters (*SI Appendix*, Fig. S8*D*). Altogether, these results indicate that the SAMap mapping results are well supported by conserved gene-expression programs.

SCENIC results showed that there are 47 unique fly TFs that can be mapped to 94 orthologs in the mouse (*SI Appendix*, Fig. S9*B*). Comparing the role of these TFs across species can suggest novel physiological kidney functions. For example, in flies loss of *Hnf4* is associated with an increase in the level of purine metabolites, including inosine, adenine, xanthine, hypoxanthine, and uric acid (38). Studies in mice on the other hand have only reported that loss of *Hnf4α* is associated with renal proximal tubule development (37), suggesting that *Hnf4α* may also play a role in regulating kidney physiology. CellChat (74) analysis showed that 12 signaling pathways were prominent in the mouse kidney, including EGF, FGF, GAS, GRN, MIF, MIK, MK, ncWNT, NRG, PTN, SPP1, VISFATIN, and WNT. Three of them (EGF, FGF, and WNT) were also expressed in the fly renal system (*SI Appendix*, Fig. S9*C*). Previous studies in flies showed a role for FGF-signaling in the maintenance of hemolymph phosphate homeostasis through *Na^+^-dependent inorganic phosphate cotransporter* (*MFS2*)-mediated phosphate excretion by the Malpighian tubules (75), while a mouse study also showed that FGF23 regulates phosphorus homeostasis (76). We also performed a Kyoto Encyclopedia of Genes and Genomes (KEGG) metabolic pathways enrichment analysis in the mouse kidney. Among the highly/ubiquitously expressed metabolic pathways in mice, purine metabolism, glycerophospholipid metabolism, nicotinate and nicotinamide metabolism, and starch and sucrose metabolism were also observed to be highly/ubiquitously expressed in flies (*SI Appendix*, Fig. S9*D*). We also found 50 pathways that are specifically expressed in only one or two cell types in mouse. For example, five metabolic pathways comprising caffeine metabolism, nitrogen metabolism, arginine and proline metabolism, folate biosynthesis, and thiamine metabolism were predicted to be active, which is consistent with the fly result (*SI Appendix*, Fig. S9*D*). In summary, these comparative analyses provide more insights into the conserved molecular mechanisms of kidney function across species.

We also examined whether the single-nucleus data can help implicate cell clusters and gene targets in human kidney diseases, especially as a previous study in the mouse has shown that hereditary human kidney diseases characterized by the same phenotypic manifestations originate from the same cell types (77). Strikingly, single-cell distribution of human kidney diseases in the fly kidney showed that most of these genes were enriched in the orthologous cell types (*SI Appendix*, Fig. S10). In particular, the fly orthologs of 13 of 33 genes associated with monogenic inheritance of nephrotic syndrome in humans were expressed in fly nephrocytes. In the mouse, orthologs of genes associated with the syndrome were expressed in podocytes (77). Among the fly orthologs, *sns*, *kin of irre* (*kirre*), and *cubn* have been shown to have key functions in fly nephrocytes (5). The fly orthologs of human *Nphs1* and *Kirrel1*, *sns*, and *kirre*, direct adhesion, fusion, and formation of a slit diaphragm-like structure in insect nephrocytes (25). Knockdown of *sns* or *kirre* leads to a dramatic decrease in uptake of large proteins, consistent with the role of the slit diaphragm in mammalian podocytes (21). Finally, the fly orthologs of two genes associated with nephrolithiasis, *ATPase H+ Transporting V1 Subunit B1* (*ATP6V1B1*) and *ATP6V0A4* (*Vacuolar H+-ATPase 55kD subunit* [*Vha55*] and *Vha100-2* in flies), are highly expressed in Malpighian tubule principal cells. Mutations in *ATP6V1B1* and *ATP6V0A4* have been identified in calcium oxalate kidney stone patients, suggesting that they are essential for calcium oxalate kidney stone formation (78). In the mouse, the orthologs of these two genes are hallmarks of intercalated cells, and one type of intercalated cell (intercalated type non-A non-B cell of nephron connecting tubule) matched with fly initial and transitional principal cells (Fig. 5*A*). Interestingly, flies with knockdown of *Vha55* or *Vha100-2* in the Malpighian tubule also develop calcium oxalate kidney stones (79). Altogether, the analysis of the expression of fly orthologs of human kidney disease-associated genes at the single-cell level will help develop more accurate fly models of human kidney diseases.

## Discussion

In this study, we surveyed the cell types of the adult fly kidney using snRNA-seq and identified all known cell types and their subtypes. Our data provide insights on the role in kidney differentiation and function of three previously uncharacterized TFs (*fru*, *Sba*, and *Hnf4*). In addition, we identified four cell shape regulators: *RhoGEF64c*, *Prip*, *Frq2*, and *CG10939*. We also performed a developmental trajectory analysis of principal cells, analyzed the similarity between renal stem cells and intestinal stem cells, characterized cell-to-cell communication between clusters and the metabolic differences between clusters (detailed information in *SI Appendix*, *Supplementary Text* and Figs. S2 and S11–S13). Interestingly, six clusters of principal cells mapped to different regions of the tubule and we could associate them with different physiological functions (detailed information in *SI Appendix*, *Supplementary Text* and Fig. S2). Of particular interest, we find that renal stem cells contain two clusters distinguishable by expression of *Dl^+^ klu^−^* and *Dl^−^ klu^+^* (detailed information in *SI Appendix*, *Supplementary Text* and Fig. S11), reminiscent of intestinal stem cells/enteroblasts in the midgut (29). In addition, we used FlyPhoneDB (80) to predict ligand–receptor interactions between different cell clusters, a resource that will help analyze communication among kidney cells (detailed information in *SI Appendix*, *Supplementary Text* and Fig. S12).

Additionally, our analyses of the trajectories, TFs, cell–cell communication, and metabolic pathway enrichment, provide a number of functional insights. For example, cell–cell communication analysis showed that the Notch (N) ligand only has interaction within renal stem cells and does not pair with other cell clusters (*SI Appendix*, Fig. S12*A*). Consistently, the regulons identified by SCENIC also showed that *N* is the target gene of *esg* (*SI Appendix*, Fig. S3*B*), which is consistent with previous studies showing that differential Notch activity is required for renal stem cells homeostasis, and that damage activates Notch signaling, which in turn regulates differentiation of renal stem cells to principal cells (16, 81). Renal stem cells, located in lower ureter principal cells, upper ureter principal cells, lower tubule principal cells, and lower segment principal cells can replace cells in these locations following damage (16). Furthermore, trajectory analyses demonstrated the gradual transition from cells in lower ureter principal cells, upper ureter principal cells, lower tubule principal cells, and lower segment principal cells to main segment principal cells, and initial and transitional principal cells (*SI Appendix*, Fig. S2*D*), while the metabolic enrichment analysis showed that *ry/uro/CG30016* were up-regulated in main segment principal cells, which is consistent with uric acid metabolism being the main function of renal cells. Thus, our trajectory analyses, regulons (TFs), cell–cell communication, and metabolic pathway enrichments provide insights on the molecular mechanisms of renal function.

Several studies have compared human and mouse scRNA-seq datasets in a systematic way (82, 83), which is relatively easy to do because of their close evolutionary distance. However, such analysis is more challenging with distant species due to ortholog mapping. Our cross-species analysis not only provided information about the potential functions of unknown cell types, but also gave us a better comparative understanding of kidney cells from lower species (planaria) to higher species (mouse). For example, fly lower segment principal cells map to mouse principal cells of the inner medullary collecting duct type 1/2 (Fig. 5*A*), but there is no corresponding cell type in planaria. Results of the cross-species analysis will facilitate study of the functions of specific cell types found in higher animals using lower species as models.

*Drosophila* Malpighian tubules and nephrocytes have been used successfully to model human kidney diseases. For example, mutations in the vacuolar-type H^+^-ATPase (V-ATPase) subunit genes ATP6V1B1 and ATP6V0A4 in humans have been identified in recurrent calcium oxalate kidney stones (78) and knockdown of the fly orthologs, *Vha55* and *Vha100-2*, using Uro-Gal4 led to increased formation of calcium oxalate stones in Malpighian tubules (79). Our fly kidney cell atlas will facilitate disease modeling and analysis. First, it will help narrow down the number of genes to be tested in specific cell types, as our snRNA-seq has identified cell-type–specific transcriptomes. Second, as we were able to match cell types between the fly and mouse, we are now able to associate human kidney disease-associated genes with specific fly kidney cell types. This critical information should facilitate the development of more accurate fly models of human kidney diseases.

## Materials and Methods

Details on the single-nucleus isolation and sequencing, dataset processing and bioinformatics analysis, fly genetics, immunostaining, and confocal microscopy can be found in *SI Appendix*, *SI Materials and Methods*.

## Supplementary Material

Supplementary File

Supplementary File

Supplementary File

Supplementary File

Supplementary File

Supplementary File

Supplementary File

Supplementary File

## Data Availability

All data supporting the findings of this study are available within the main text and *SI Appendix* files or from the corresponding author upon reasonable request. Raw snRNA-seq reads have been deposited in the Gene Expression Omnibus (GEO) database, https://www.ncbi.nlm.nih.gov/geo (accession no. GSE202575). Processed datasets can be mined through a web tool (https://www.flyrnai.org/scRNA/kidney/) that allows users to explore genes and cell types of interest.

# Supplementary material for: Transcriptional and functional motifs defining renal function revealed by single-nucleus RNA sequencing
**Source:** Proc Natl Acad Sci U S A. 2022 Jun 13;119(25):e2203179119. doi: 10.1073/pnas.2203179119
**Supplement:** Supplementary File

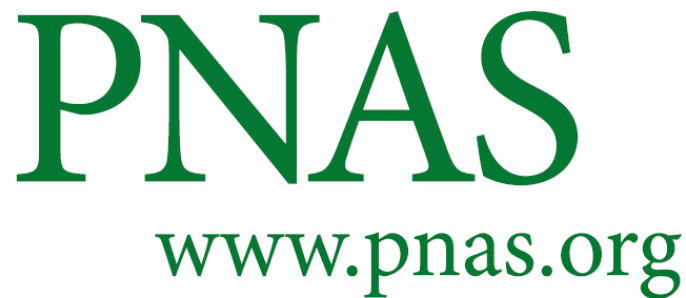

**Supplementary Information for  
Transcriptional and functional motifs defining renal function revealed by single  
nuclei RNA sequencing**

Jun Xu<sup>a, 1</sup>, Yifang Liu<sup>a, 1</sup>, Hongjie Li<sup>b, i</sup>, Alexander J. Tarashansky<sup>c, d</sup>, Colin H. Kalicki<sup>c</sup>,  
Ruei-Jiun Hung<sup>a</sup>, Yanhui Hu<sup>a</sup>, Aram Comjean<sup>a</sup>, Sai Saroja Kolluru<sup>c, d</sup>, Bo Wang<sup>c, e</sup>,  
Stephen R Quake<sup>c, d</sup>, Liqun Luo<sup>b</sup>, Andrew P. McMahon<sup>f</sup>, Julian A.T. Dow<sup>g</sup>, Norbert  
Perrimon<sup>a, h, 2</sup>

<sup>d</sup>Chan Zuckerberg Biohub, San Francisco, CA, USA

<sup>1</sup>co-first authors

**This PDF file includes:**

- SI Materials and Methods
- Supplementary text
- Figures S1 to S13
- SI References
- Legends for Datasets S1 to S10

**SI Materials and Methods**

**Single nucleus isolation and sequencing.** *Drosophila* Malpighian tubules and nephrocytes were dissociated to single nuclei as previously described (1) with a few modifications. Malpighian tubules were dissected under a microscope from 5-7-day old *Drip-Gal4>GFP.nls* male and female adult flies. Nephrocytes were dissected under a fluorescence microscope from 5-7-day old *Dot-Gal4>GFP.nls* male and female adult flies. Ten flies at a time were dissected and samples immediately transferred into 1.5 ml EP tube with Schneider's medium on ice to avoid exposing the tissues to room temperature for a long period of time. Once 50 flies were dissected, EP tubes were sealed with parafilm and put on dry ice. In total, 150 male and 150 female tissues were dissected. Next steps involved spraying 100% ethanol to the dry ice near the tube to quickly freeze the sample and storing samples at -80°C for long-term. After dissection, samples were spined down (thaw samples from -80°C) in 100 ul Schneider's medium using a bench top spinner, medium was discarded, and 100 ul homogenization buffer was added (1). Subsequently, 900 ul homogenization buffer was added, and 1000ul homogenized sample transferred into the 1 ml dounce. Nuclei were released by 15-20 strokes with loose pestle and 15-20 tight pestle on ice. 1000 ul sample was filtered through 5ml cell strainer (35 um), and then filter sample using 40 um Flowmi into 1.5ml EP tube. Centrifuge for 10 min at 1000 g at 4°C. Resuspend in 1000 ul PBS/0.5% BSA with RNase inhibitor. And filter sample using 40 um Flowmi into a new EP tube. Hoechst 33342 was used to stain nuclei for more than 5 min. Then FACS and collect single nuclei into a tube for 10x Genomics.

Ten thousand nuclei were targeted for each sample when loaded into the Chromium Controller (10X Genomics, PN-120223) on a Chromium Single Cell B Chip (10X Genomics, PN-120262), and processed to generate single cell gel beads in the emulsion (GEM) according to the manufacturer's protocol (10X Genomics, CG000183). The library was generated using the Chromium Single Cell 3' Reagent Kits v3.1 (10X Genomics, PN-1000121) and Chromium i7 Multiplex Kit (10X Genomics, PN-120262) according to the manufacturer's manual. Quality control for constructed library was performed by Agilent Bioanalyzer High Sensitivity DNA kit (Agilent Technologies, 5067-4626) for qualitative analysis. Quantification analysis was performed by Illumina Library Quantification Kit (KAPA Biosystems, KK4824). The library was sequenced on an Illumina NovaSeq system or Nextseq 500 instrument.

**Dataset processing.** The quality of the raw sequencing data was checked by FastQC software. The raw sequencing data were processed by cellranger count pipeline to generate the single cell matrix for each sample. The single cell matrix was analyzed by the Seurat package and Harmony was used for batch correction. The Malpighian tubules and nephrocytes samples were processed and clustered separately, and then were merged by filtering out unrelated cell clusters. The processed result of the gene expression matrix was used for the downstream data analysis.

To facilitate mining of the datasets, we developed a visualization web portal (<https://www.flyrnai.org/scRNA/kidney/>) that allows users to query the expression of any genes of interest in different cell types and to compare the expression of any 2 genes in individual cells. This Malpighian tubule dataset can also be mined at Fly Cell Atlas (<https://flycellatlas.org/>) along with other datasets generated by the FCA consortium (1).

**Gene ontology (GO) analysis.** Gene ontology (GO) analysis was performed by clusterProfiler. The marker genes identified using Seurat were used for GO analysis. The strength of enrichment was calculated as negative of  $\log_{10}(\text{p-value})$ , which was used to plot the barplot.

**Cross-tissue analysis.** Cross-tissue analysis data are from the Malpighian tubules processed dataset and midgut dataset (accession code: GSE120537). Before merging the two datasets, the number of Malpighian tubules cells was downsampled to the same size as the midgut dataset. The top markers of renal stem cells were calculated by comparing the renal stem cells with the rest of the merged dataset without intestinal stem cells. The top markers of intestinal stem cells were calculated by comparing the intestinal stem cells with the rest of the merged dataset without renal stem cells. Results of the comparison are visualized on a Venn diagram.

**Pseudotemporal ordering of cells using Monocle3.** Processed Malpighian tubules dataset was analyzed using Monocle3 for pseudotemporal ordering. The state representing lower ureter principal cells was chosen as the starting time point. The Ridge plot was generated by extracting the cell clustering and pseudotime information and then visualized by Seurat RidgePlot function. The gene expression heatmap was generated by merging the cells into bins by the order of pseudotime and visualized by the pheatmap R package. This analysis was done for both fly data and mouse data (GSE129798).

**Transcription factors enrichment and SCENIC analysis.** The top markers for each cluster were used as the candidates for TFs enrichment analysis. The markers were filtered by fold change  $> 3$  and adjusted p-value  $< 0.05$ . TFs from the filtered markers were visualized by the Seurat DoHeatmap. The analysis of regulon activity was conducted using the SCENIC pipeline (2). Cells from the previously processed dataset were selected as the input cells. The TF and co-expressed genes were constructed by

GRNBoost2. The TF co-expression gene sets were filtered by the RcisTarget fly database. The regulon activity score AUC (Area Under the Curve) was calculated by AUCCell, and the active regulons were determined by the AUCCell default parameters. The regulon activity was visualized by the average AUC score for each cluster. These analyses were done for both fly data and mouse data (GSE129798).

**Cell-cell communication analysis.** The cell-cell communication analysis was performed using FlyPhoneDB (3) for fly data. The previously processed gene expression matrix and cell clustering information were used as the input for the analysis. Ligand-receptor interaction scores and specificity were then calculated. Cell communication at the signaling pathway level was visualized by a circle plot. The interaction of ligand-receptor pairs between two cell types was visualized by dot plot. The network was generated based on the MIST database and TF2TG literature using Cytoscape (4, 5). CellChat was used to analyze cell-cell communication of the mouse kidney data (6). The gene expression matrix and cell clustering information were obtained from GEO (GSE129798). The probability scores and p-values for ligand-receptor interactions were then calculated. Cell communication at the signaling pathway level was visualized by a circle plot and were compared to the fly results.

**Cross-species analysis.** Datasets included in the cross-species analysis were the processed dataset from this study for the fly, the mouse kidney dataset GSE129798 and the planarian dataset GSE111764. The analysis was conducted using the SAMap software (7). The input file for SAMap was processed using the Self-Assembling-Manifold (SAM) algorithm. Alignments for each cell type in fly and mouse were calculated by the `get_mapping_scores` function. Enriched gene pairs from the aligned cell types were retrieved by `find_all` function with a default alignment score threshold of 0.1. The SAMap results were visualized by the `sankey_plot` function. To assess the specificity of cluster mapping between fly Malpighian tubules and mouse kidney, the top markers of each cell type from mouse kidney data were also compared to the top markers of the FCA 252 cell clusters representing all fly tissues (1) using DRscDB (8).

**Fly genetics.** Fly husbandry and crosses were performed under a 12:12 hour light:dark photoperiod at 25°C. *Hand-GFP*; *4xHand-Gal4/CyO* and *Dot-Gal4* stocks are gifts from Dr. Han Zhe. *esg-Gal4* and *Pros-Gal4* are from the Perrimon lab stock collection.

The following strains were obtained from the Bloomington *Drosophila* Stock Center: *Drip-Gal4* (BL66782), *UAS-GFP.nls* (BL4776), *UAS-mCD8::RFP* (BL32219), *UAS-mCD8::GFP* (BL32185), *c42-Gal4* (BL30835), *Uro-Gal4*; *tubGal80ts* (BL91415), *Alp4-Gal4* (BL30840), *SPR-Gal4* (BL84692), *wnt4-Gal4* (BL67449), *Esyt2-Gal4* (BL77712), *Debcl-Gal4* (BL81163), *ih-Gal4* (BL76162), *CG30377-Gal4* (BL67426), *Octa2R-Gal4* (BL67637), *tsh-Gal4* (BL3040), *fru-Gal4* (BL30027), *Sba-Gal4* (BL67640), *Doc2-Gal4* (BL26436), *Lim3-Gal4* (BL67450), *Pvf1-Gal4* (BL23032), *Hnf4-GFP-FLAG* (BL38649), *y v*; *UAS-Luc-RNAi*, *attp2* (BL31603), *y v*; *UAS-wat-RNAi*, *attp40* (BL67801), *y v*; *UAS-tutl-RNAi*, *attp40* (BL54850), *y v*; *UAS-axed-RNAi*, *attp40*

(BL62928), *y v*; *UAS-prip-RNAi*, *attp40* (BL50695), *y v*; *UAS-prip-RNAi*, *attp2* (BL44464), *y v*; *UAS-nep2-RNAi*, *attp40* (BL61902), *y v*; *UAS-CG13323-RNAi*, *attp40* (BL53969), *y v*; *UAS-Lgr1-RNAi*, *attp2* (BL51465), *y v*; *UAS-Oct2R-RNAi*, *attp2* (BL50678), *y v*; *UAS-CG30377-RNAi*, *attp40* (BL51386), *y v*; *UAS-notum-RNAi*, *attp40* (BL55379), *y v*; *UAS-TkR99D-RNAi*, *attp2* (BL27513), *y v*; *UAS-ih-RNAi*, *attp40* (BL58089), *y v*; *UAS-ncc69-RNAi*, *attp2* (BL28682), *y v*; *UAS-frq2-RNAi*, *attp2* (BL28711), *y v*; *UAS-qvr-RNAi*, *attp40* (BL58061), *y v*; *UAS-CG10939-RNAi*, *attp40* (BL65156), *y v*; *UAS-CG42594-RNAi*, *attp2* (BL35006), *y v*; *UAS-RhoGEF64c-RNAi*, *attp2* (BL31130), *y v*; *UAS-hnf4-RNAi*, *attp2* (BL29375), *y v*; *UAS-Lim3-RNAi*, *attp2* (BL26227).

The following strains were obtained from the Vienna *Drosophila* Resource Center: *y w* (1118); *attp landing site* (v60100), *UAS-RhoGEF64c-RNAi* (v47121), *UAS-RhoGEF64c-RNAi* (v105252), *y v*; *UAS-fru-RNAi*, *attp40* (v330035).

For the screen shown in Fig. S4B, 8 *tsh-Gal4/CyO*; *UAS-mCD8::GFP* virgin females were crossed with 4 RNAi males. Flies were raised at 22°C and the ratio of Cy+/Cy was determined.

**Immunostaining and confocal microscopy.** *Drosophila* Malpighian tubules (and guts), pericardial nephrocytes (included in the whole abdomen) and garland nephrocyte cells (and foreguts and crops) from adult females were fixed in 4% paraformaldehyde in Phosphate-buffered saline (PBS) at room temperature for 1 hour, incubated for 1 hour in Blocking Buffer (5% normal donkey serum, 0.3% Triton X-100, 0.1% bovine serum albumin (BSA) in PBS), and stained with primary antibodies overnight at 4°C in PBST (0.3% Triton X-100, 0.1% BSA in PBS). Primary antibodies and their dilutions used were: mouse anti-GFP (Invitrogen, A11120; 1:300) and mouse anti-discs-large (DSHB, 4F3, 1:50). After primary antibody incubation, the tissues were washed 3 times with PBST, stained with 4',6-diamidino-2-phenylindole (DAPI) (1:2000 dilution), Phalloidin TRITC (Sigma-Aldrich, 1:2000) and Alexa Fluor-conjugated donkey-anti-mouse (Molecular Probes, 1:1000), in PBST at 22°C for 2 hours, washed 3 times with PBST, and mounted in Vectashield medium.

All images presented in this study are confocal images captured with a Nikon Ti2 Spinning Disk confocal microscope. Z-stacks of 15-20 images covering one layer of the epithelium from the apical to the basal side were obtained, adjusted, and assembled using NIH Fiji (ImageJ), and shown as a maximum projection. Details of the imaging method are as follows: Samples were imaged with a Yokogawa CSU-W1 single disk (50 µm pinhole size) spinning disk confocal unit attached to a fully motorized Nikon Ti2 inverted microscope equipped with a Nikon linear-encoded motorized stage with a Mad City Labs 500 µm range Nano-Drive Z piezo insert, an Andor Zyla 4.2 plus (6.5 µm photodiode size) sCMOS camera using a Nikon Plan Apo 60x/1.4 NA DIC oil immersion objective lens with Cargille Type 37 immersion oil (cultured cells) or a Nikon Plan Apo 20x/0.75 DIC air objective lens (tissue samples). The final digital resolution of the image was 0.109 and 0.325 µm/pixel, respectively. Fluorescence from DAPI, Alexa Fluor (AF)-488, and AF555 was collected by illuminating the sample with directly modulated solid-state lasers 405 nm diode 100 mW (at the fiber tip) laser line, 488 nm

diode 100 mW laser line, and 561 nm DPSS 100 mW laser line in a Toptica iChrome MLE laser combiner, respectively. A hard-coated Semrock Di01-T405/488/568/647 multi-bandpass dichroic mirror was used for all channels. Signal from each channel was acquired sequentially with hard-coated Chroma ET455/50, Chroma ET525/36 nm, and Chroma ET605/52 nm emission filters in a filter wheel placed within the scan unit, for blue, green, and red channels, respectively. Nikon Elements AR 5.02 acquisition software was used to acquire the data. 2  $\mu$ m range Z-stacks, set by indicating the middle focal plane and a z-step interval of 50  $\mu$ m, were acquired using piezo Z-device, with the shutter closed during axial movement. Images were acquired by collecting the entire Z-stack in each color or by acquiring each channel in each focal plane within the Z stack. Data were saved as ND2 files.

**Lipid and Carbohydrate Measurements.** We measured fly carbohydrates and triglycerides as described previously (9, 10). To prepare fly lysates for metabolic assays, we homogenized 4 flies from each group with 300  $\mu$ l PBS supplemented with 0.2% Triton X-100 and heated at 70°C for 10 min. The supernatant was collected after centrifugation at 3000g for 1 min at 4°C. 10  $\mu$ l of supernatant was used for protein quantification using Bradford Reagent (Sigma, B6916-500ML). Whole-body trehalose levels were measured from 10  $\mu$ l of supernatant treated with 0.2  $\mu$ l trehalase (Megazyme; E-TREH) at 37°C for 30 min using glucose assay reagent (Megazyme; K-GLUC) following the manufacturer's protocol. Whole-body glycogen levels were determined from 10  $\mu$ l of supernatant preincubated with 1  $\mu$ l amyloglucosidase (Sigma-Aldrich; A7420) at 37°C for 30 min using glucose assay reagent (Megazyme; K-GLUC). We subtracted the amount of free glucose from the measurement and then normalized the subtracted values to protein levels in the supernatant. To measure whole body triglycerides, we processed 10  $\mu$ l of supernatant using a Serum Triglyceride Determination kit (Sigma, TR0100). We subtracted the amount of free glycerol from the measurement and then normalized the subtracted values to protein levels.

**mRNA quantification.** Total RNA was extracted from 25 Malpighian tubules using NucleoSpin RNA kit (Macherey-Nagel) and converted to cDNA using the iScript cDNA Synthesis kit (Bio-Rad). cDNAs were analyzed by quantitative PCR (qPCR) using the SYBR Green kit (Bio-Rad) and Bio-Rad CFX Manager software. *rp49* were used as internal control. Each RT-qPCR was performed with three technical replicates and three biological replicates. qPCR primer pairs (forward & reverse) are shown below:  
*RhoGEF64C*: GAAGCGGATTGGGATGATTA & CGTGGTACTGCAGCTGTGTG  
*rp49*: ATCGGTTACGGATCGAACAA & GACAATCTCCTTGCGCTTCT

### **Supplementary text**

**Developmental trajectory analysis of principal cells.** Principal cells (PCs) are mitochondria-rich and transport protons through an apical, plasma membrane vacuolar H<sup>+</sup>-ATPase (V-ATPase) (11). The main functions of principal cells are to set up a potassium gradient (12, 13), which enters the cell basolaterally through the combined activity of Na<sup>+</sup>, K<sup>+</sup>-ATPase (14), inward rectifier potassium channels (15-17), and

potassium cotransports (18-20). We identified six PC clusters from the scRNA-seq dataset and identified Gal4 lines that allowed us to precisely map their anatomical locations (Fig. 1A). To understand the functional differences of each PC cell cluster, we performed a GO analysis based on marker genes (Fig. S2A). Most of the GO terms refer to transport and responses to toxic substances, reflecting the main functions of the tubule. Interestingly, the top 10 terms in lower tubule PCs refer to transport, suggesting that the function of lower tubule principal cells is to transport substances between Malpighian tubules and the hemolymph (GO information is in Dataset S8).

scRNA-seq enables the exploration of the continuous differentiation trajectory of a developmental process. Thus, to analyze the developmental trajectory of principal cells, we conducted a pseudotime analysis by ordering cells along a reconstructed trajectory using Monocle3 (Fig. S2B and S2C). Consistent with the distribution distance on the UMAP, inferred trajectories demonstrated gradual transitions from cells in lower ureter principal cells, upper ureter principal cells, lower tubule principal cells, and lower segment principal cells to main segment principal cells, initial and transitional principal cells (Fig. S2D). On the UMAP, lower segment principal cells are close to lower ureter principal cells, upper ureter principal cells, and lower tubule principal cells. The pseudotime analysis also showed that the state of lower segment principal cells is a co-mixture of lower ureter principal cells, upper ureter principal cells, and lower tubule principal cells (Fig. S2D). These results are consistent with our observation *in vivo* using *Esy2-Gal4* (Fig. 1C), which suggested that lower segment PCs represent a new cell cluster that is different from previously reported *Alp4* expressed cells.

We chose *Best2*, *bifid (bi)*, *Sarcoplasmic calcium-binding protein 2 (Scp2)*, *PDGF- and VEGF-receptor related (Pvr)*, *Uro*, *salty dog (salt)*, *Alp4*, *SPR*, and *Transient receptor potential cation channel A1 (TrpA1)* as representative genes for each cluster (Fig. S2E). A survey of our scRNA-seq dataset revealed that the expression of *TrpA1* gradually decreased along the pseudotime, followed by increased transcription of *Alp4* and *SPR*. The expression of *Pvr*, *Uro* and *salt* was elevated at the more geographical distant region of main segment principal cells, while the progressive increase of *Best2*, *bi*, and *Scp2* expression was only observed in initial and transitional principal cells (Fig. S2E). These results indicate that the patterns of expression of marker genes in each cluster are in concordance with the pseudotime analysis of the clusters.

**Similarities between renal and intestinal stem cells.** Compared to a previous report that performed scRNAseq of the Malpighian tubules focusing on the stem cell zone (21), our study captured more cells and more cell types. Wang and Spradling focused on the response of renal stem cells to tissue injury. Renal stem cells were previously identified as a distinct population that expresses *esg* (22). Renal stem cells are located in the lower ureter, the upper ureter and lower segment of the Malpighian tubule with small nuclei (23). They respond to tissue injury by upregulating the JNK, EGFR/MAPK, Hippo/Yki and JAK/STAT pathways that promote renal stem cells daughter differentiation (21). Renal stem cells originate from the same pool of adult midgut progenitors that generate the posterior midgut intestinal stem cells (23, 24). To examine how similar renal stem cells are to intestinal stem cells, we compared the

snRNA-seq renal stem cells data with previously reported scRNAseq intestinal stem cells data (25). Consistent with their common origin (23), the two stem cell clusters have high similarity at the gene expression level compared to other cell clusters (Fig. S11A).

The *esg* gene, a stem cell marker for both renal stem cells and intestinal stem cells (Fig. S11B and 11C), encodes a transcription factor that contributes to stem cell maintenance through modulation of Notch activity (26). In the intestine, *esg* is not only expressed in intestinal stem cells but also in AstC-EEs (enteroendocrine cells that express *Allatostatin C*, *AstC*) and NPF-EEs (EEs that express *neuropeptide F*, *NPF*) (25). In the intestine, ISCs are highly mitotic, especially during regeneration, and give rise to a transient progenitor, the enteroblast (EB) (27, 28), whereas in the Malpighian tubule, renal stem cells normally divide very slowly (19). In our previous gut scRNA-seq study, ISCs/EBs were annotated as one cluster based on the expression of *DI* and *esg*. However, this cluster could be split into ISCs and EBs, as one subset of cells in the ISC/EB cluster is  $DI^+ klu^-$  and another subset is  $DI^- klu^+$  (25). Interestingly, we could also identify two renal stem cells sub-clusters based on the expression of  $DI^+ klu^-$  and  $DI^- klu^+$  (Fig. S11D and S11E). The  $DI^+ klu^-$  sub-cluster specifically expresses *DI*, *N*, and *esg*, reminiscent to the  $DI^+ klu^-$  sub-cluster of ISC (Fig. S11F), whereas the  $DI^- klu^+$  sub-cluster specifically expresses *E(spl)m3-HLH*, *E(spl)malpha-BFM*, *E(spl)mbeta-HLH*, which are transcription factors executing Notch-mediated cellular differentiation (29, 30, Fig. S11F).

**Cell-cell communication networks in the fly kidney.** Previous studies have indicated that the survival, renewal, and differentiation of principal cells (PCs) and stellate cells (SCs) are largely regulated through their cross-talk with renal stem cells (RSCs) (21-23). We used FlyPhoneDB (Liu et al, 2021) to explore cell-cell communication between the different fly kidney cell clusters. FlyPhoneDB was established recently and provides predictions of ligand-receptor interactions based on fly scRNA-seq data. We analyzed 13 major pathways and indicated their cell-cell interaction pairs between the different cell clusters (Fig.S12A). Strikingly, the Notch ligand only has interaction within RSCs and does not pair with other cell clusters (Fig. S12A). This is consistent with previous studies showing that differential Notch activity is required for RSC homeostasis and that damage activates Notch signaling, which in turn regulates differentiation of RSCs to PCs (21, 31). Further, we found that the EGFR signaling pathway connects RSCs and all SCs and PCs, with a preferentially strong interaction with main segment SCs and main segment PCs (Fig. S12A). These are consistent with previous studies showing that EGFR is dispensable for RSC maintenance but required for RSC proliferation (32). In addition, FlyPhoneDB predicts a strong interaction from main segment SCs to main segment PCs with the Pvf1-Pvr ligand-receptor pair (Fig. S12B). This interaction is based on the gene expression pattern in cell clusters of main segment SCs and PCs via MIST database and TF2TG literatures (Fig. S12C). Consistent with this, *Pvf1* was highly expressed in main segment SCs as detected using *Pvf1-Gal4>mCD8::GFP* (Fig. S12D). Altogether,

FlyPhoneDB predicts a number of specific signaling events between Malpighian tubule cell clusters. The full list of predicted gene pairs can be found in Dataset S9.

**Metabolic pathway analysis.** The basic functions of mammalian kidneys include metabolism of carbohydrates, proteins, lipids and other nutrients. As in mammalian kidneys, insect Malpighian tubules and nephrocytes play an essential role in the maintenance of ionic, acid–base and water balance, and elimination of metabolic and foreign toxins and homeostasis. To further understand metabolism in the fly kidney, we analyzed the KEGG metabolic pathways in UMAP of fly kidney snRNA-seq using AUCell software (2). Among 86 KEGG metabolic pathways, purine metabolism, glycerophospholipid metabolism, nicotinate and nicotinamide metabolism, starch and sucrose metabolism were more expressed than other pathways (Fig. S12A). A statistical significance analysis showed that 38 pathways were specifically expressed in one or two cell types (Fig. S12B). For examples, caffeine metabolism was specifically expressed in the main segment principal cells; nitrogen metabolism was specifically expressed in the main segment stellate cells; arginine and proline metabolism was specifically expressed in the lower segment principal cells and lower ureter principal cells; and folate biosynthesis was specifically expressed in the lower segment principal cells while thiamine metabolism was found in the upper ureter principal cells (Fig. S12C). Regarding purine metabolism, Xanthine oxidation is a necessary step in the catabolic pathway for purines toward urate, allantoin and urea. Dysfunction of xanthine oxidase/dehydrogenase (XO/XDH) causes a build-up of high levels of xanthine and hypoxanthine forming stones in humans and flies (33-35). Human ancestors lost the ability to synthesize a functional urate oxidase due to multiple point mutations in the *Uro* gene, resulting in increased serum and urinary uric acid (UA) levels (36). In the UA pathway, humans and flies share some of the same steps. The product of the fly *Uro* gene catalyzes formation of allantoin from UA (Fig. S13A). Most UA pathway genes are enriched in fly kidney cells, specifically in principal cells (Fig. S13B and C). The enzymes that control the last three steps, which are encoded by *rosy* (*ry*), *Uro* and *CG30016*, are highly enriched in main segment principal cells, suggesting that the last step occurs in this region (Fig. S13D). *ry* is the homolog of human XDH and loss of function of *ry* is associated with bloating in the lower tubules and formation of stones (37). Metabolomic analysis of *ry* mutants showed significant changes up to five metabolites away from the metabolic lesion, with large increases in levels of hypoxanthine and xanthine, and undetectable levels of the downstream metabolite UA (38). The product of *CG30016* is predicted to have hydroxyisourate hydrolase activity and to be involved in purine nucleobase metabolism. It will be interesting to determine whether this gene also plays a role in maintaining fly urate levels.

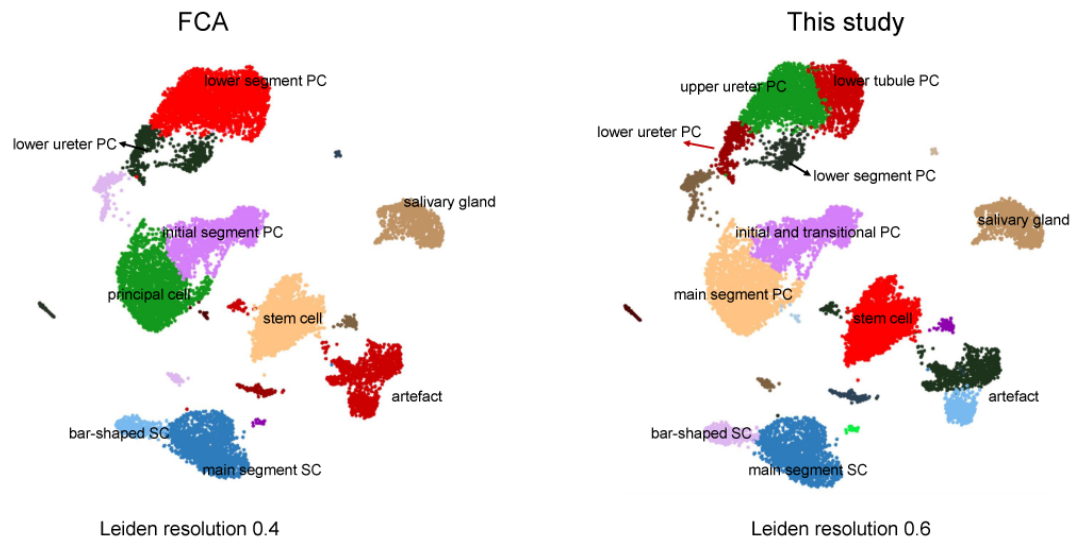

**Figure S1. High resolution snRNA-seq analysis of the adult Malpighian tubule.** Left, UMAP of the Malpighian tubules Fly Cell Atlas (FCA) data set at Leiden resolution 0.4 (1). Right, annotation of the same data set at Leiden resolution 0.6 (this study). The FCA analysis reports four clusters for principal cells: lower ureter PC, lower segment PC, principal cell, and initial segment PC. In this study, we defined six clusters for principal cells based on Gal4 reporter lines: lower ureter PC, lower ureter PC, lower tubule PC, lower segment PC, main segment PC, and initial segment PC. Note that this figure contains all the original clusters, including non-Malpighian tubule cell clusters (salivary glands, artefacts), which we did not include in Fig. 1A.

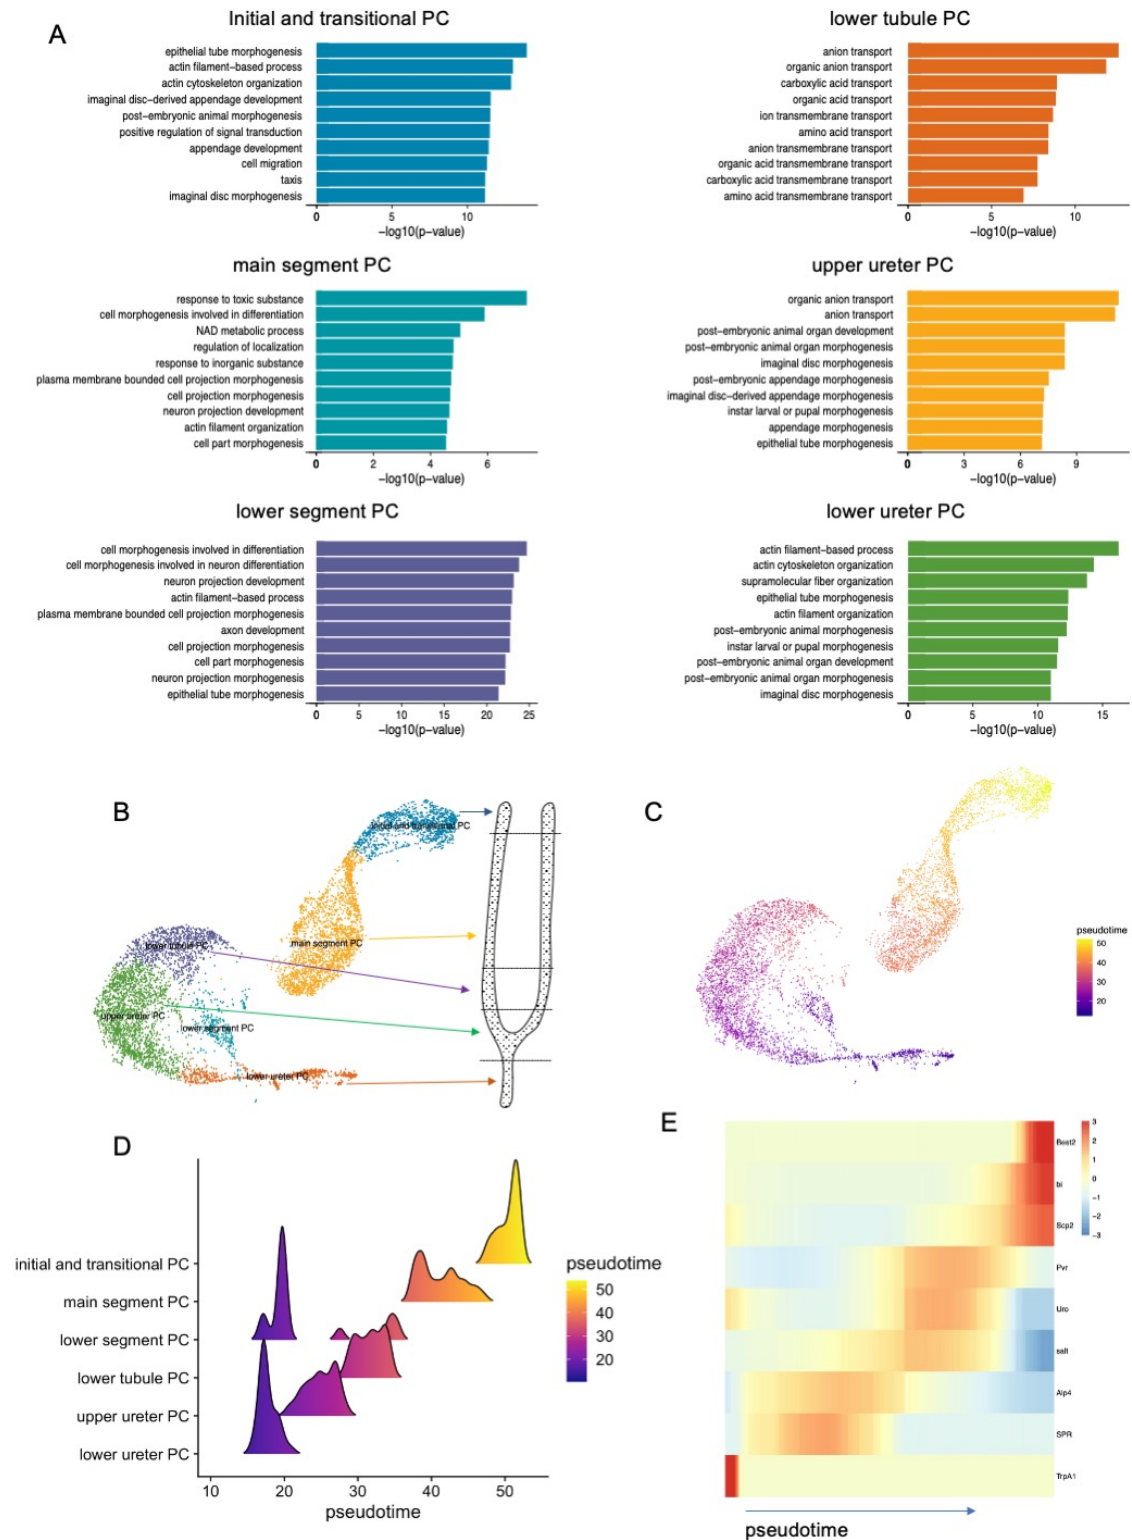

**Figure S2. Pseudotime and GO analyses of the six PC sub-clusters.** (A) GO analysis of each principal cell (PC) cluster. Initial and transitional PCs include epithelial tube morphogenesis, actin-filament based process, and actin cytoskeleton organization. Main segment PCs include response to toxic substance, cell morphogenesis involved in differentiation, and NAD metabolic process. Lower segment PCs include cell morphogenesis involved in differentiation, cell

morphogenesis involved in neuronal differentiation, and actin-filament based process GO terms. Lower tubule PCs include terms such as anion transport, organic anion transport, and carboxylic acid transport. Upper ureter PC terms include organic anion transport, and anion transport. Lower ureter PC GO terms include actin filament-based process, actin cytoskeleton organization, and supramolecular fiber organization. All the top 10 terms in lower tubule PCs are related to transport. The top 10 terms are displayed. (B) UMAP of PCs showing a geographical map of the tubule. (C) Cell pseudotime was inferred using Monocle3. Purple at the beginning becomes yellow over pseudotime. (D) Sub-cell type populations for each inferred cellular trajectory. The x-axis indicates the inferred pseudotime and the y-axis indicates the height of density estimated and visualized by the RidgePlot function of Seurat R package. (E) Heatmap showing gene expression patterns during differentiation along pseudotime.

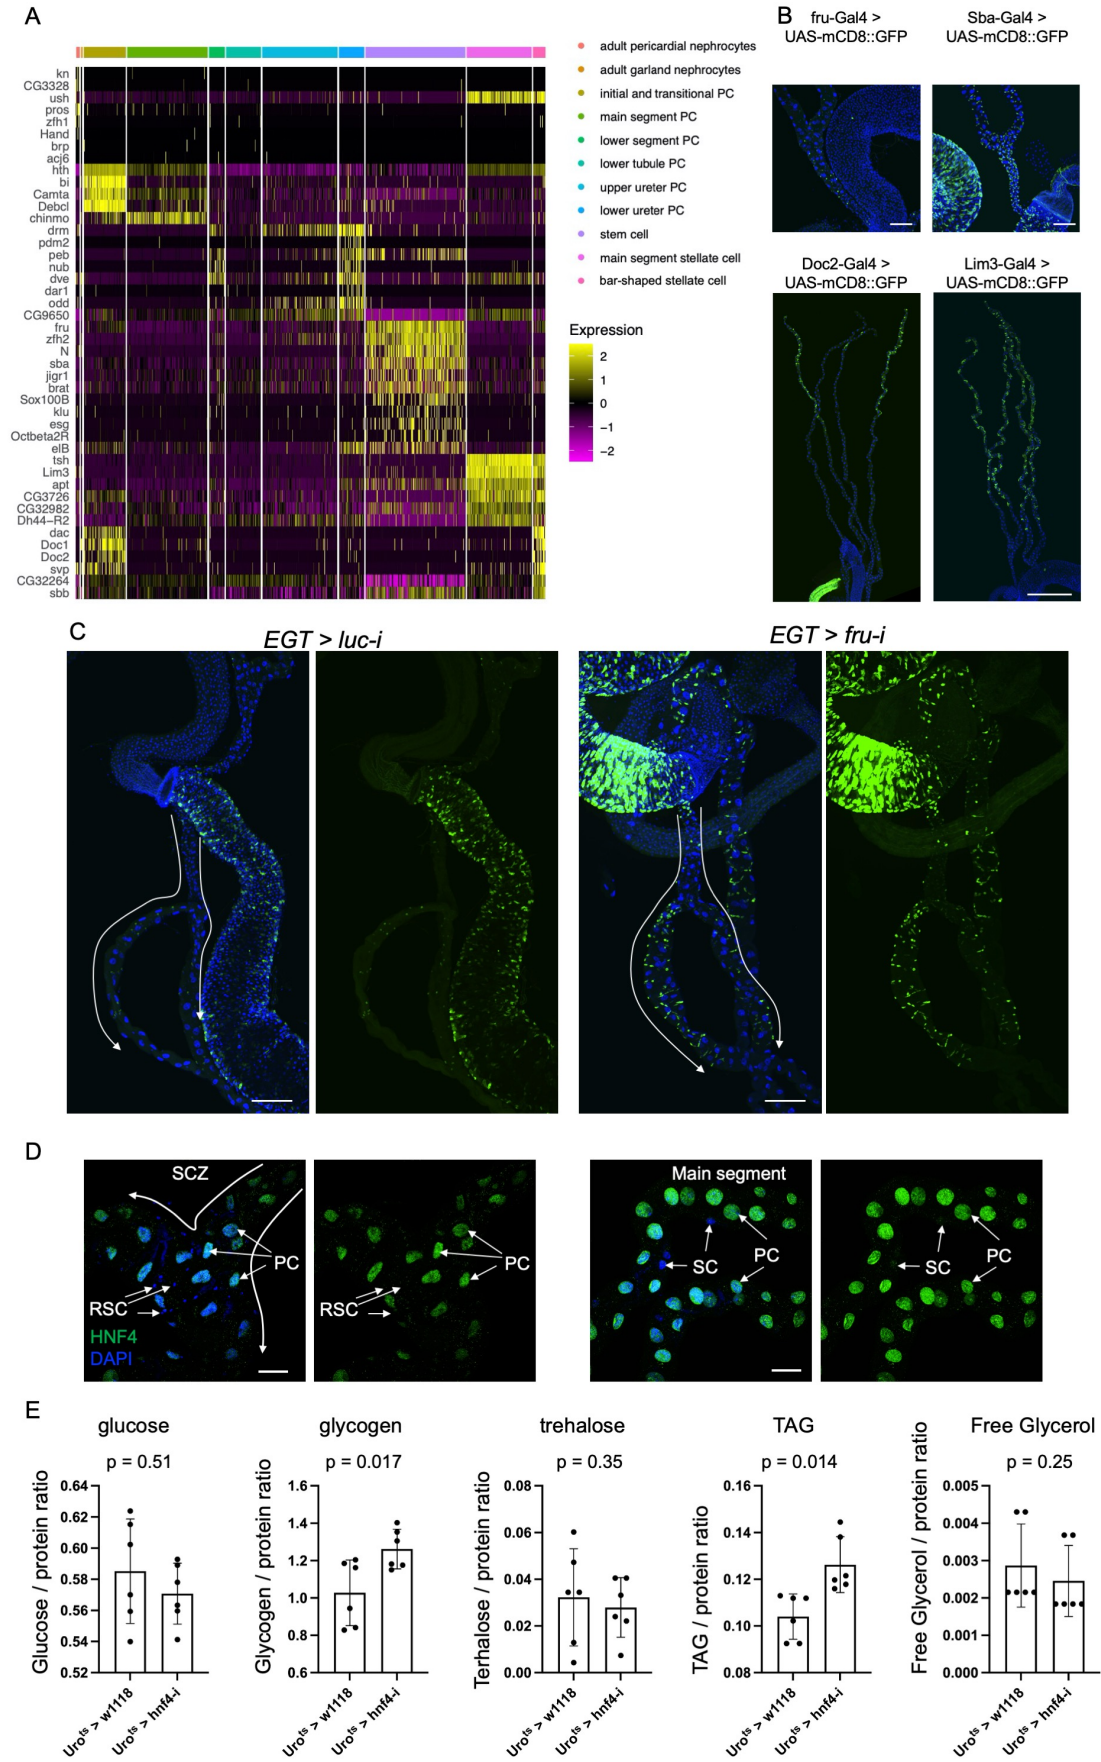

**Figure S3. Cell-type-specific gene regulatory landscape of the fly kidney.** (A) Heat map profile of transcription factors (TFs) in all clusters. Genes were ranked based on expression levels (fold change > 3) and adjusted p-value (<0.05) in each condition in the heat map. (B) Expression of *fru*, *Sba*, *Doc2* and *Lim3* visualized using *fru*-Gal4, *Sba*-Gal4, *Doc2*-Gal4 and *Lim3*-Gal4 driven UAS-CD8::GFP expression, respectively. Scale bars = 100  $\mu$ m in upper lane. Scale bars = 500  $\mu$ m in lower pane. (C) Knockdown of *fru* by using EGT induced renal stem cell proliferation. Luc RNAi or *fru* RNAi in renal stem cells for 7d. White lines show the Malpighian tubule stem cell zone. (D) *Hnf4* expression pattern in Malpighian tubules. Left shows the HNF4 staining (red fluorescence) in the stem cell zone (SCZ) and right in the main segment region. HNF4 signal is only observed in PCs, not in SCs and RSCs. DAPI stains the nuclei. (E) The whole-body level of glucose, glycogen, trehalose, TAG, Free Glycerol changes in the *Uro<sup>ts</sup>* > *w1118* and *Uro<sup>ts</sup>* > *Hnf4-i* are expressed ubiquitously in the principal cells for 8d.

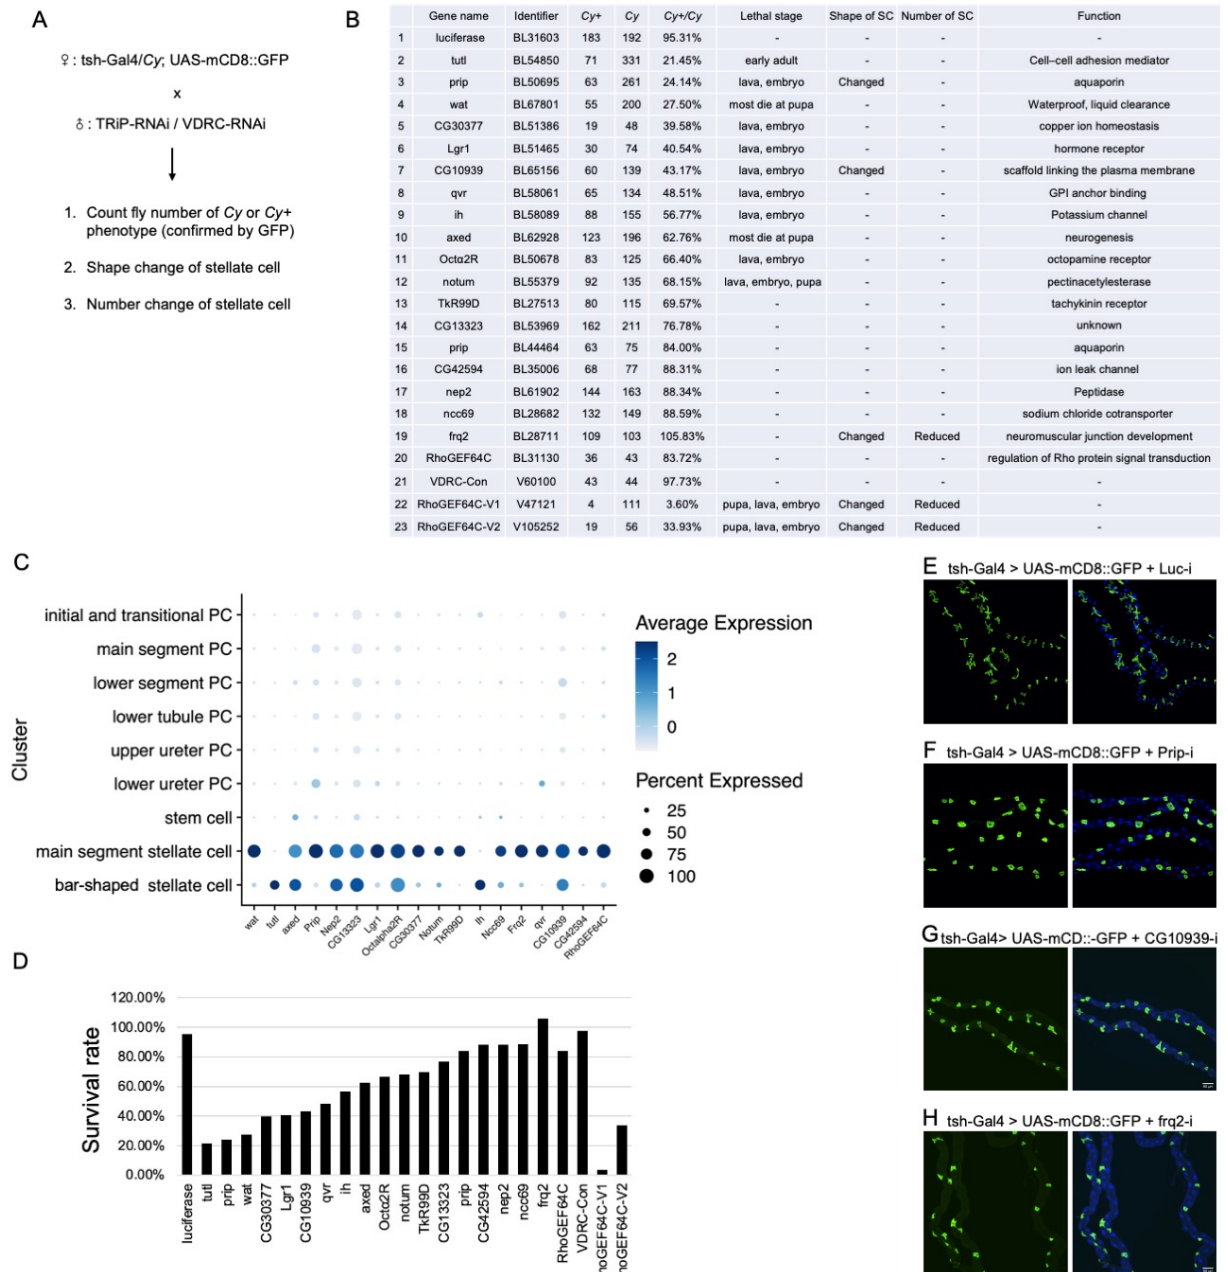

**Figure S4. Phenotypes associate with the top stellate cell marker genes.** (A) Screening strategy. Stellate cells (SCs) were visualized by *tsh-Gal4* driving *mCD8::GFP*. (B) List of the genes tested in the screen, RNAi line identifiers, ratio of *Cy+* versus *Cy* progenies, stage of lethality, effects on cell shape and number, and a short description of gene function. (C) Dot plots indicating the expression level of candidate genes in bar-shaped SCs and main segment SCs. (D) Histogram showing the survival rate. (E-H) SC cell shape phenotypes associated with RNAi knockdown of *Prip*, *CG10939* or *Frequenin 2 (Frq2)*. DAPI (blue) staining for nuclei.

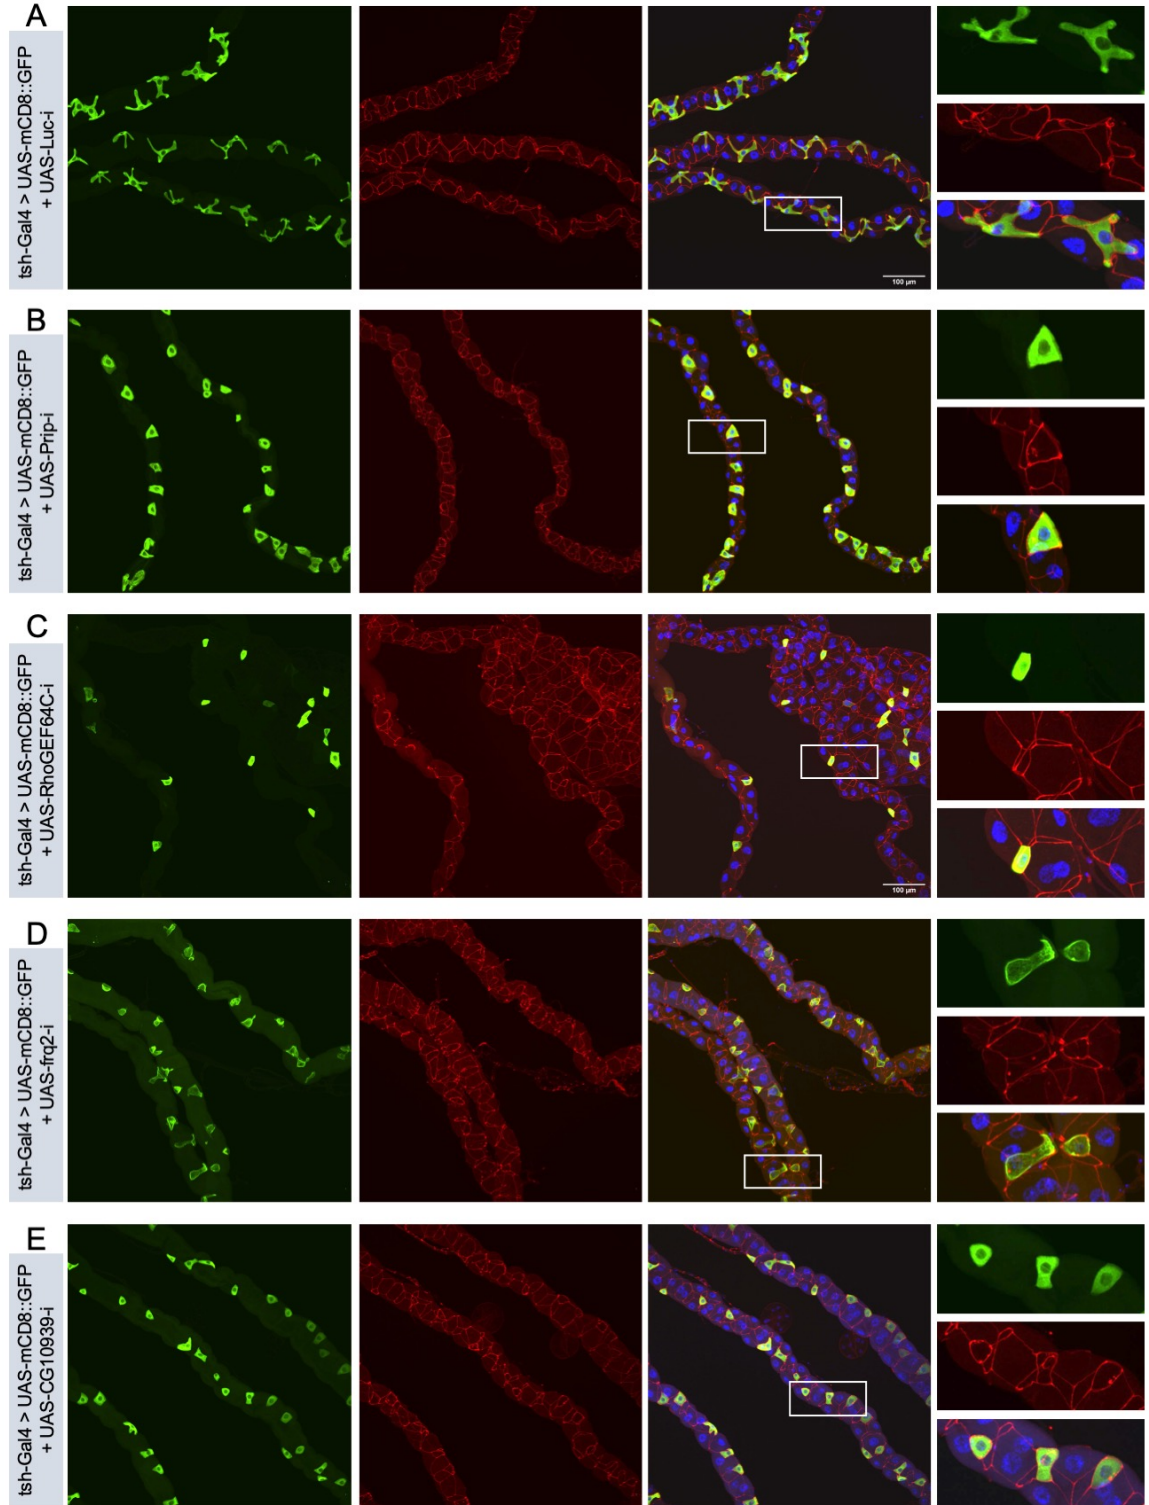

**Figure S5. Morphology of septate junctions in Malpighian tubules.** *tsh-Gal4* drives mCD8::GFP expression in the adult Malpighian tubules in evenly spaced SCs. Septate junctions are labelled using anti-Dlg (red). White boxes indicate the zoomed-in regions. DAPI (blue) staining for nuclei. (A) *Luciferase* RNAi control. (B-E) Phenotypes associated with RNAi knockdown of *Prip*, *RhoGEF64c*, *Frq2* or *CG10939*. Scale bars = 100  $\mu$ m.

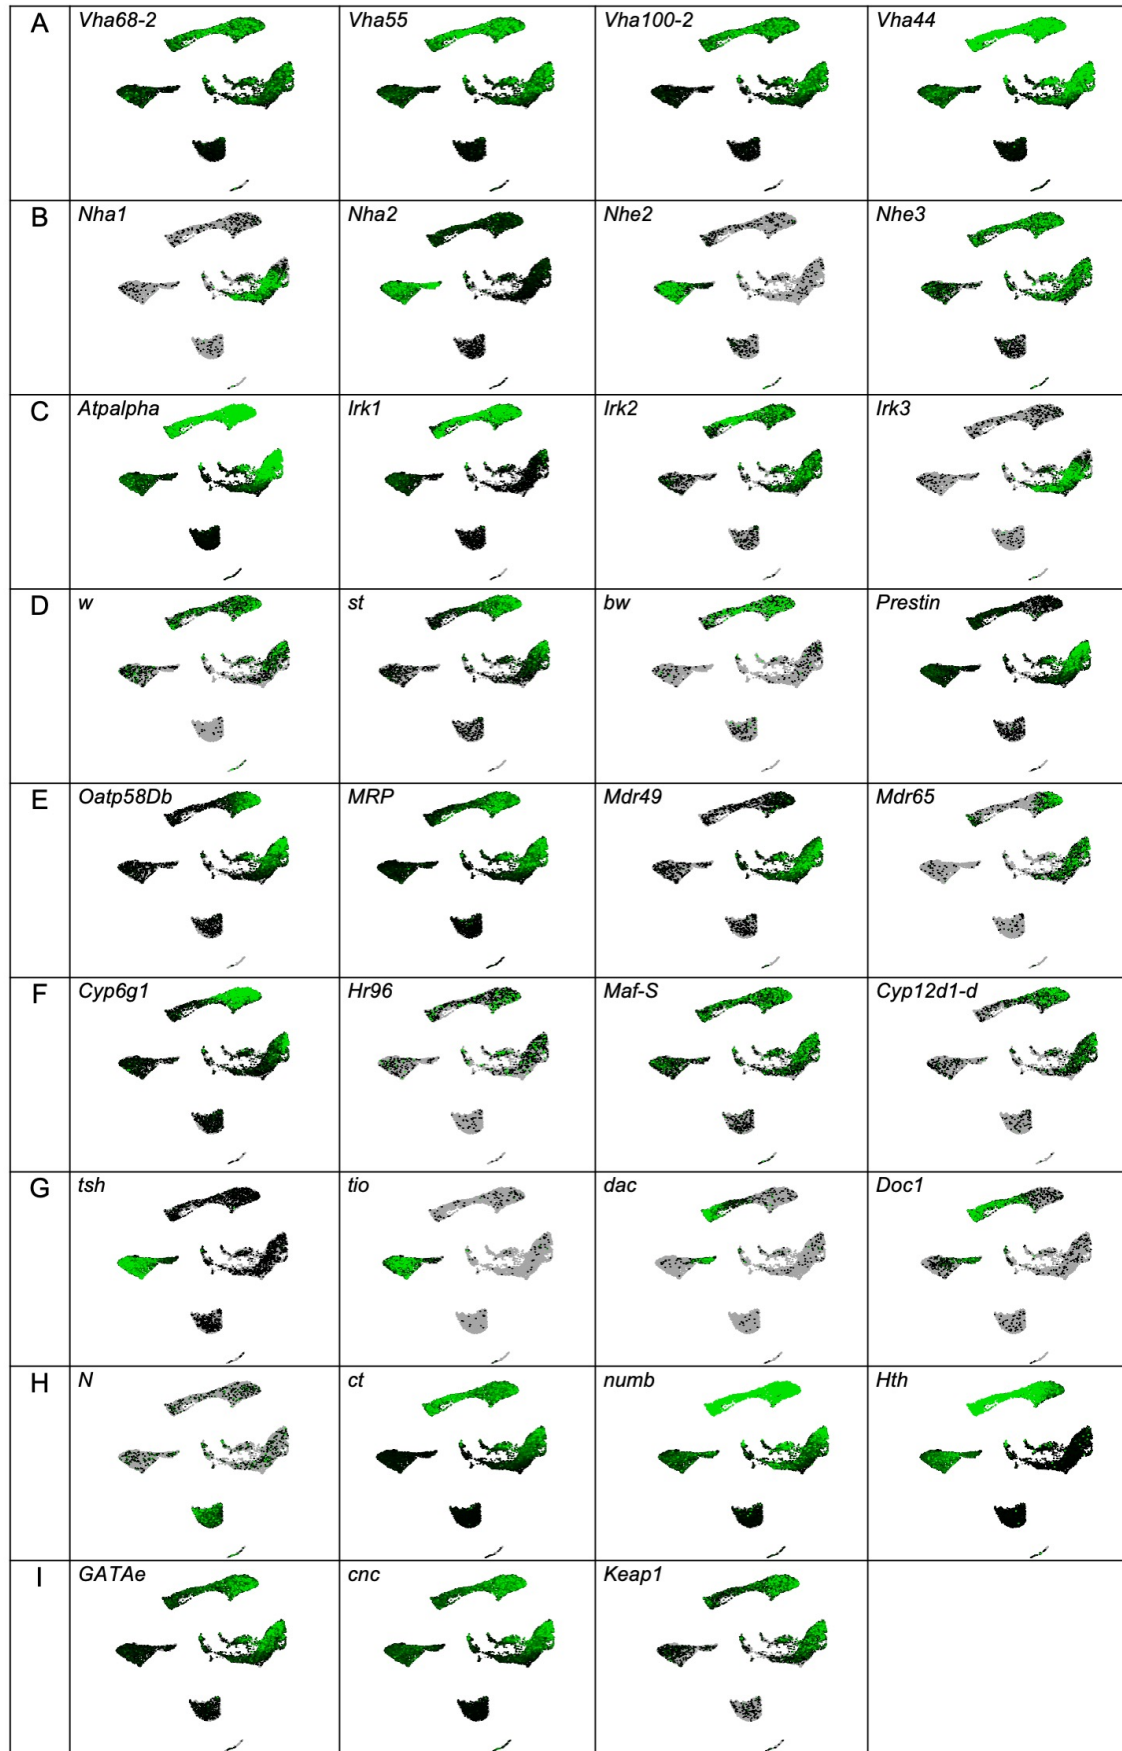

**Figure S6.** Gene expression in Malpighian tubules.

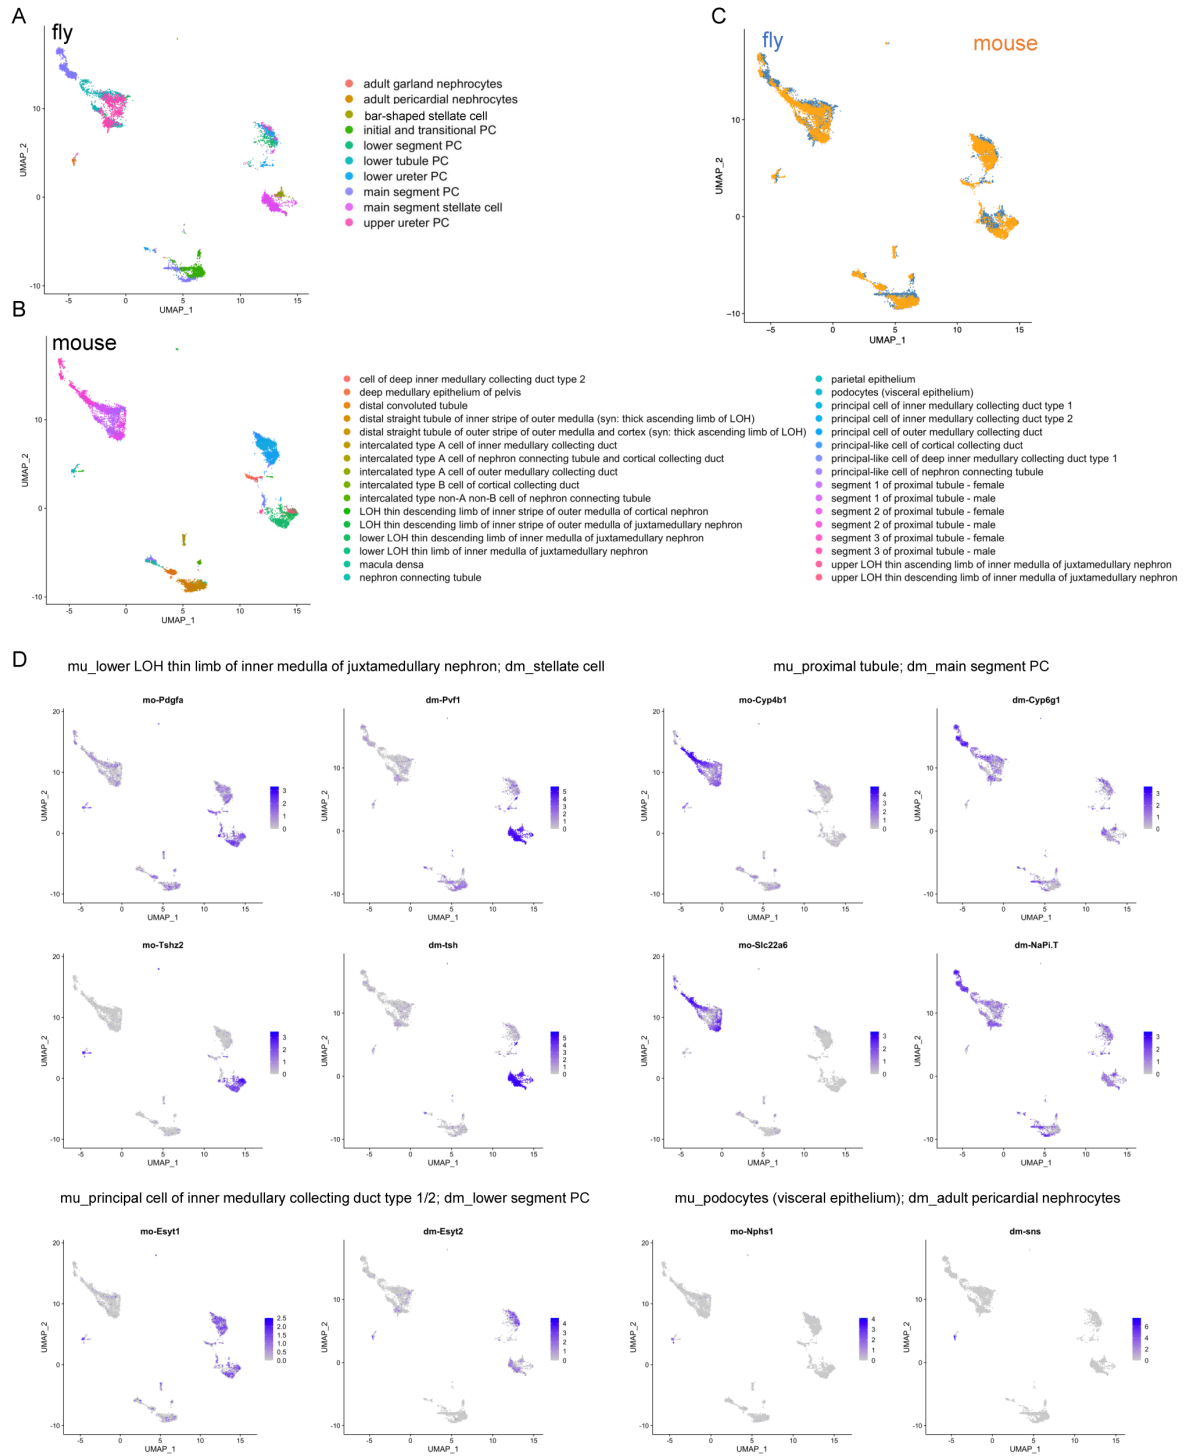

**Figure S7. Cross-species analysis of fly kidney and mouse using SAMap.** (A and B) Low dimensional representations of the cell atlases through homologous gene pairs in the mouse and fly using SAMap. (C) UMAP projection of the combined mouse (yellow) and fly (blue) manifolds. (D) Expression of orthologous gene pairs on the UMAP projection. Expressing cells are in blue and cells with no expression are shown in gray.

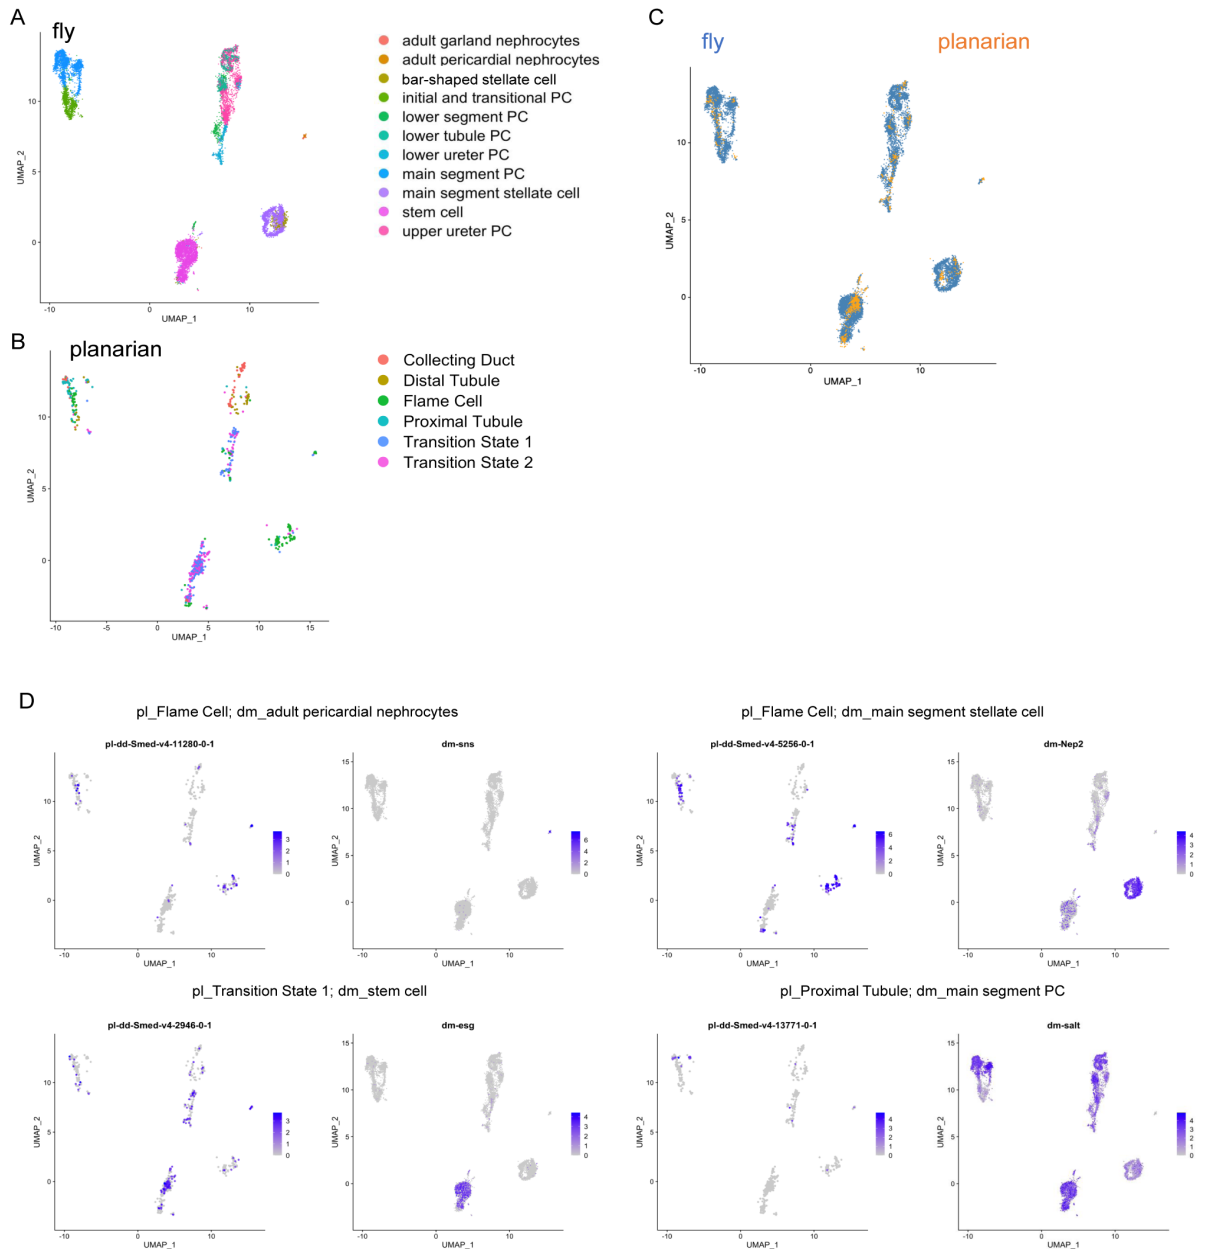

**Figure S8. Cross-species analysis of fly kidney and planaria protonephridia using SAMap.** (A and B) Low dimensional representations of the cell atlases through homologous gene pairs in the planaria and fly using SAMap. (C) UMAP projection of the combined planaria (yellow) and fly (blue) manifolds. (E) Expression of orthologous gene pairs on the UMAP projection. Expressing cells are in blue and cells with no expression are shown in gray.

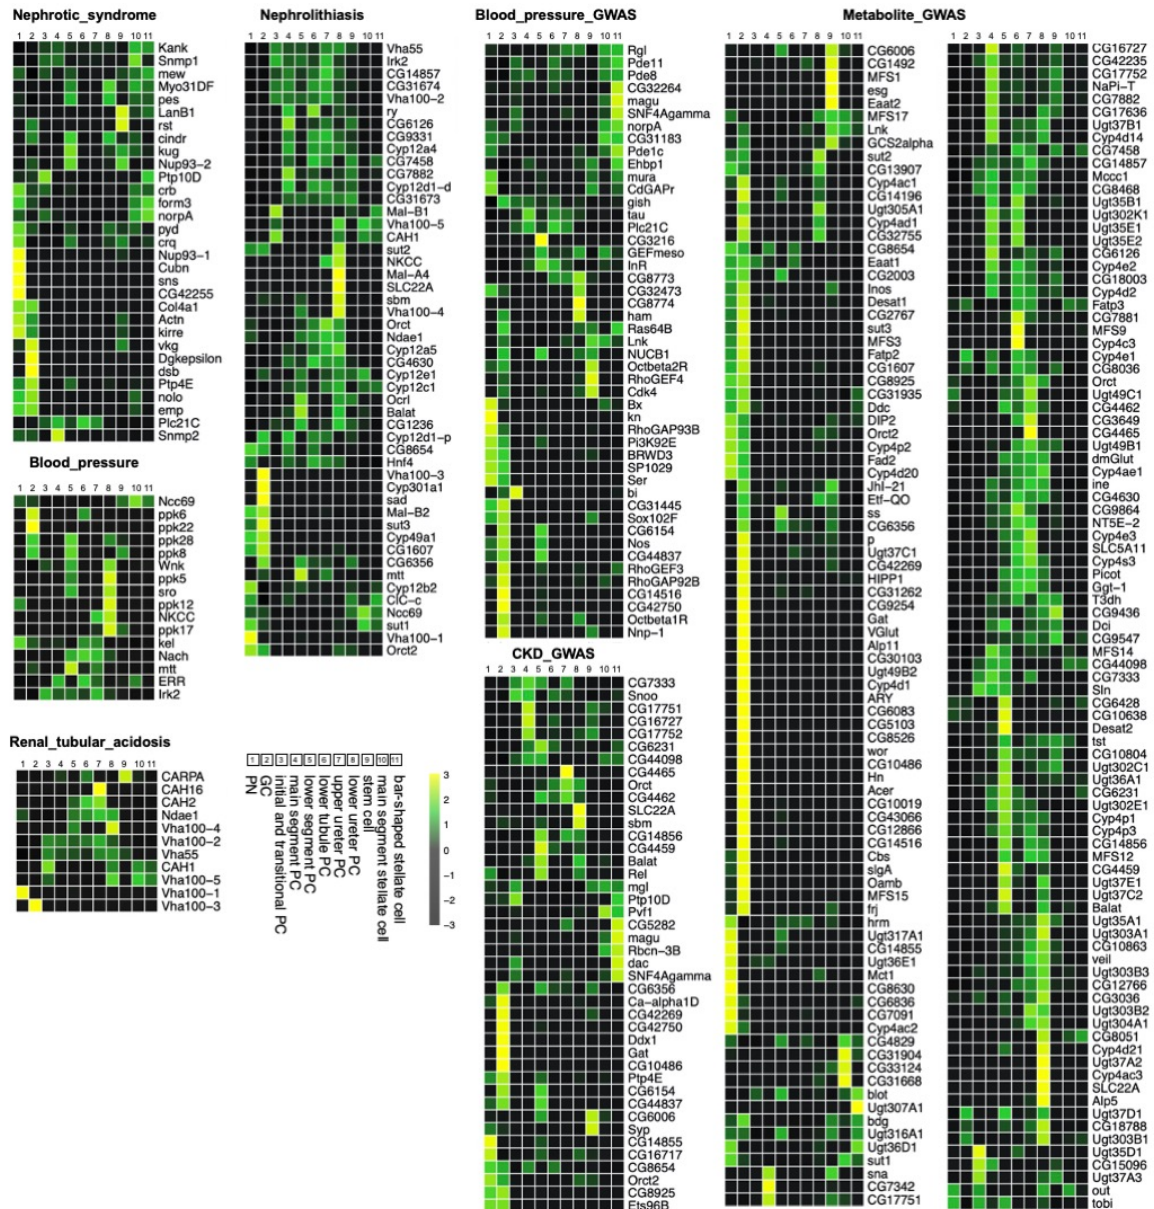

**Figure S10. Expression of fly orthologs of human kidney disease-associated genes in specific fly kidney cell types.** Average expression in single cell clusters of fly orthologs of human monogenic disease genes and complex-trait genes identified from genome-wide association studies (GWAS) (39). Mean expression values of the genes were calculated for each cluster. The color scheme is based on z-score distribution ( $-3 < z\text{-scores} < 3$ ). Each row in the heat map represents one gene and each column a single cell type.

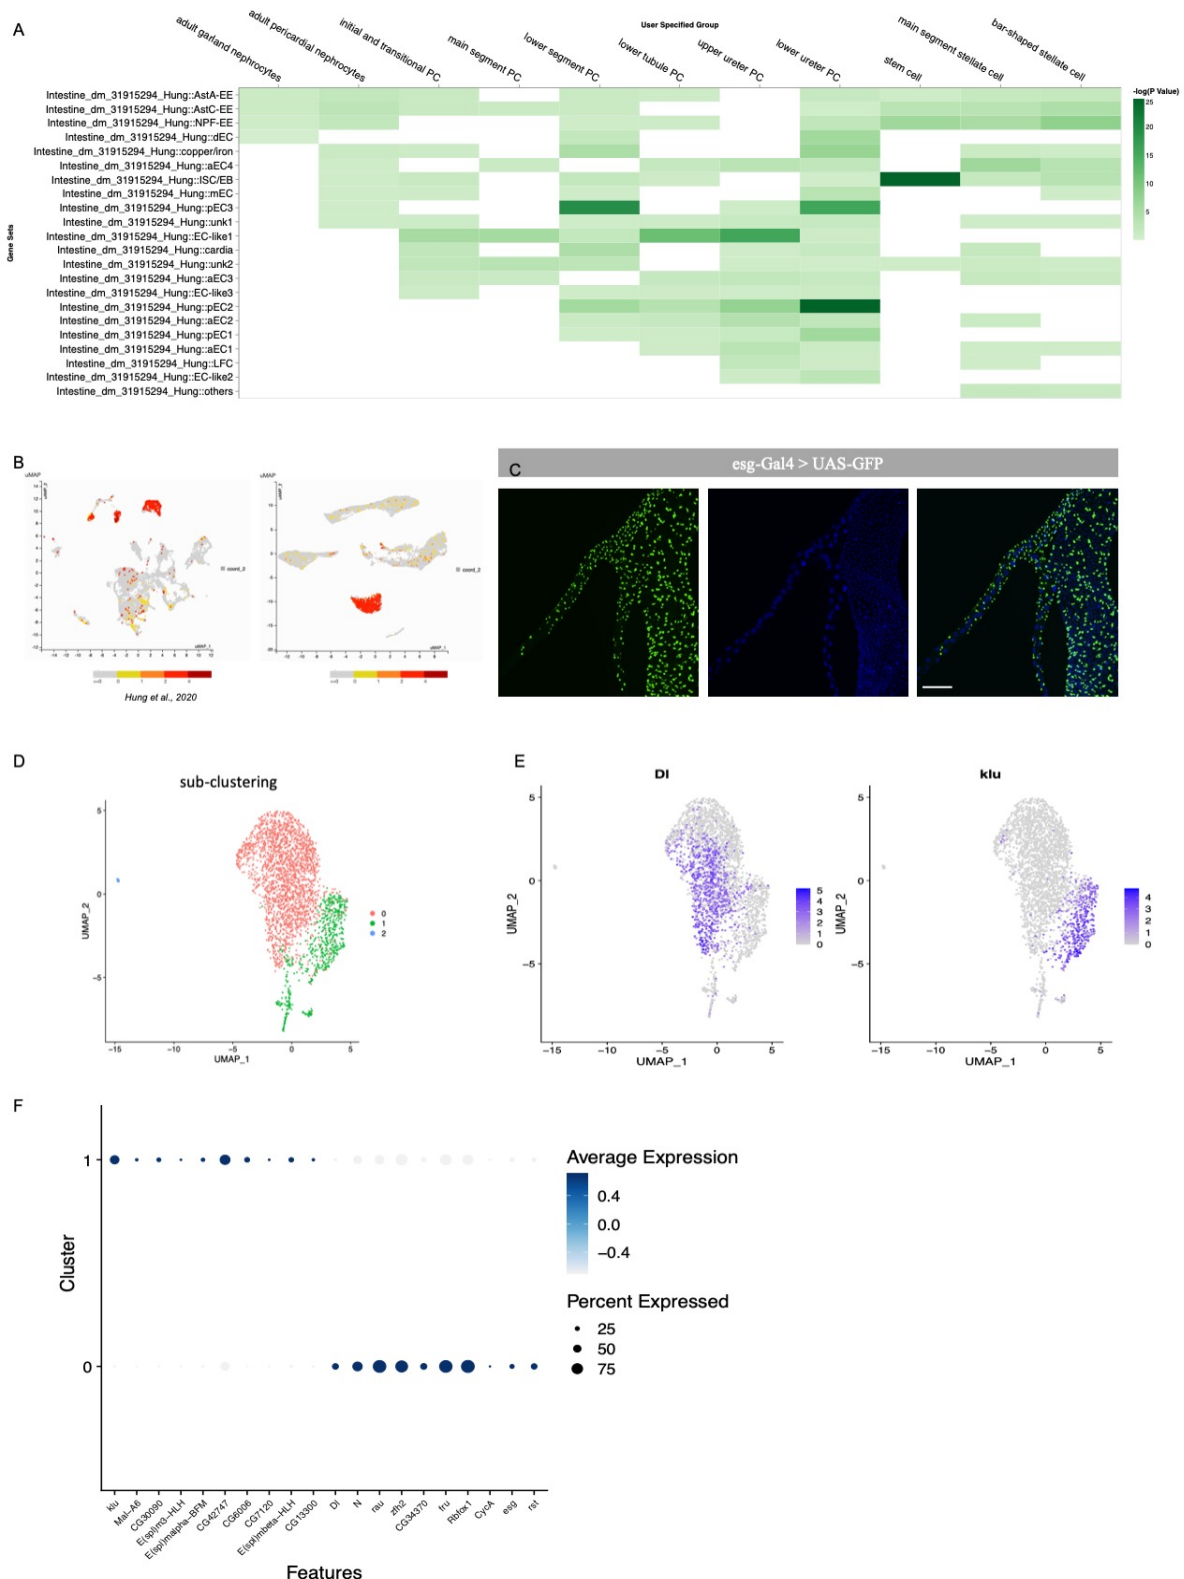

**Figure S11. Comparison of renal stem cell and intestinal stem cell clusters.** (A) snRNA-seq midgut clusters are from (25). The X axis shows the 11 integrated clusters from Fig. 1B. The Y axis shows the midgut clusters from (25). Colors represent gene expression similarities. Note that RSCs are highly similar to ISCs. In addition, lower ureter PCs share high similarity with pEC2 (posterior enterocytes). (B) *escargot* (*esg*) expression in the gut and Malpighian tubule UMAPs. (C) *esg* expression in the

Malpighian tubules visualized using *esg*-Gal4 driving UAS-GFP expression. Scale bars = 100  $\mu$ m. (D) UMAP distribution of different sub-clusters of RSCs. (E) *Delta* (*DI*) and *klumpfuss* (*klu*) expression in the RSC UMAP subclusters. (F) Dot plot showing the expression levels and percentage of cells expressing the various markers in the *DI* and *klu* sub-clusters.

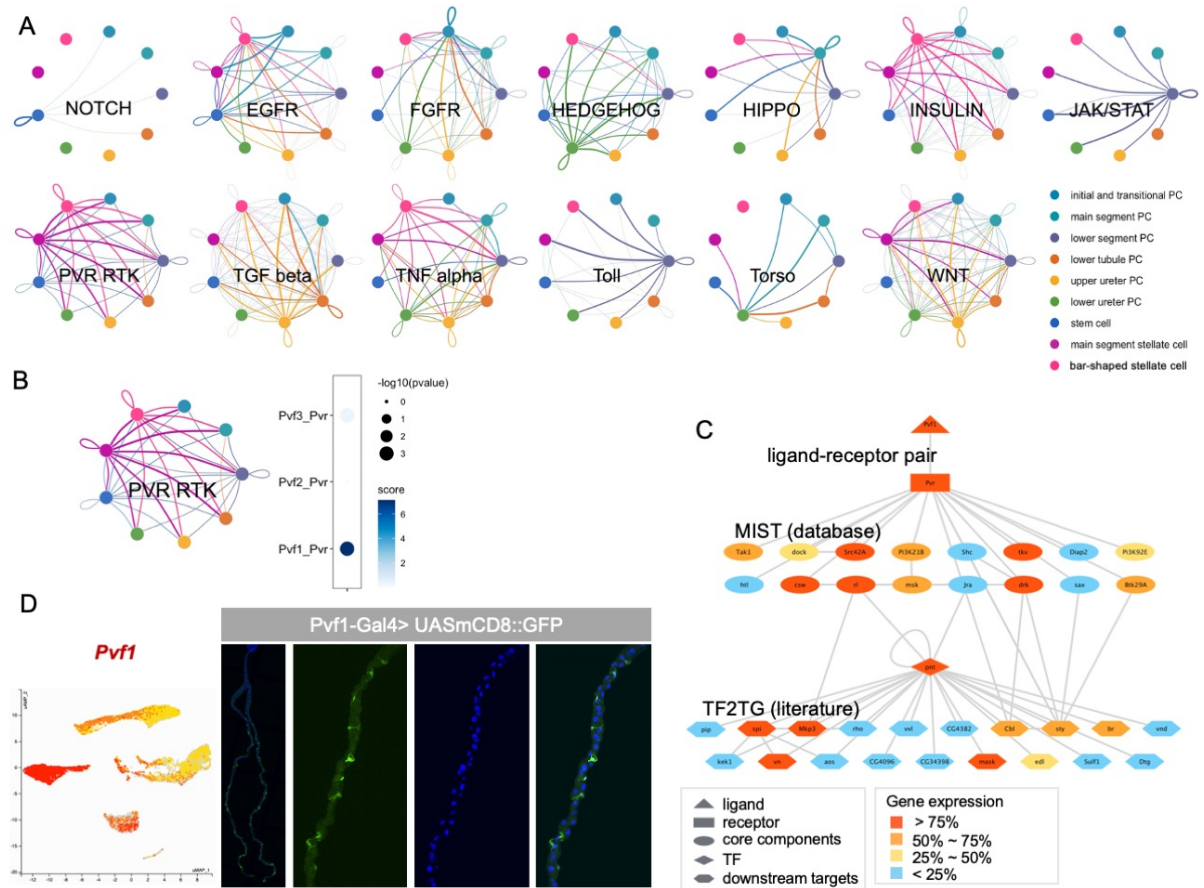

**Figure S12. Cell-cell communication analysis in the adult fly kidney.** (A) Network of 13 signaling pathways in fly kidney cell clusters. Each of the 11 cell clusters is displayed in a different color. The predicted interaction between two clusters is indicated by a color curve. The thickness of the curve indicates the strength of the interaction. The full list of predicted ligand/receptor pair genes can be found in Dataset S10. (B) Ligand-receptor interaction between *Pvf1* and its receptor *Pvr* in main segment SCs and main segment PCs. The panel on the right shows a dot plot of the interaction score and specificity of ligand-receptor pairs between main segment principal cell cluster and main segment stellate cell cluster. (C) *Pvr-Pvf1* interaction network based on MIST and TF2TG. (D) *Pvf1* expression in SCs visualized using *Pvf1-Gal4* driving *UAS-mCD8::GFP* expression.

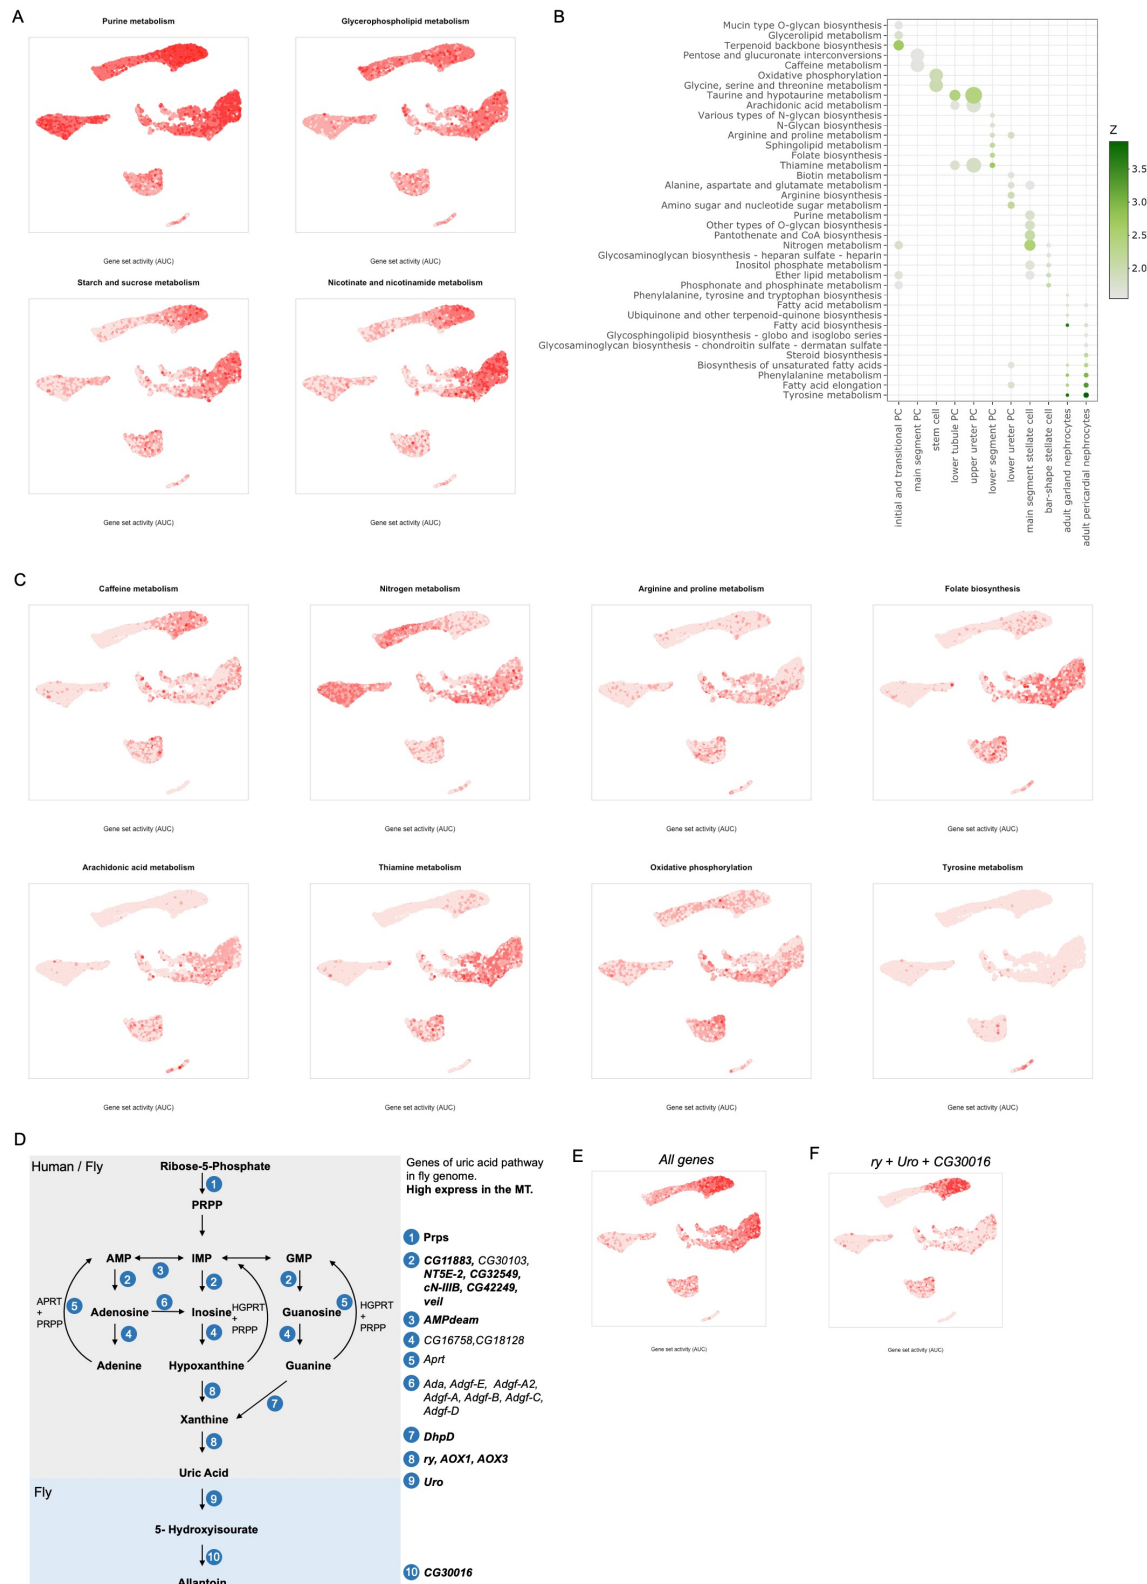

**Figure S13. Metabolic pathways analysis.** (A) Four representatives of highly expressed metabolic pathways in the fly kidney. (B) The statistical analysis identified 38 metabolic pathways specifically expressed in 1-2 cell types. (C) Eight representatives of specifically expressed pathways in the fly kidney. Color intensity reflects pathway activity. (D) Gene distribution of the Uric Acid pathway in the fly kidney.

The end product is uric acid in human and allantoin in the fly. Right panel: the enzymes involved at each step. (E) The UMAP plot shows the gene set activity of all genes in the uric acid pathway. (F) Gene set activity of the last three steps, *rosy* (*ry*), *Urate oxidase* (*Uro*) and *CG30016*, visualized by UMAP plots.

## SI references

1. H. Li *et al.*, Fly Cell Atlas: a single-cell transcriptomic atlas of the adult fruit fly. *bioRxiv*. <https://doi.org/10.1101/2021.07.04.451050> (2021).
2. S. Aibar *et al.*, SCENIC: single-cell regulatory network inference and clustering. *Nat. Methods* **14**, 1083–1086 (2017).
3. Y.F. Liu *et al.*, FlyPhoneDB: An integrated web-based resource for cell-cell communication prediction in *Drosophila*. *Genetics* iyab235 (2021).
4. Y. Hu *et al.*, Molecular Interaction Search Tool (MIST): an integrated resource for mining gene and protein interaction data. *Nucleic. Acids Res.* **46**, D567–D574 (2018).
5. D. Otasek, J.H. Morris, J. Bouças, A.R. Pico, B. Demchak, Cytoscape Automation: empowering workflow-based network analysis. *Genome Biol.* **20**, 185 (2019).
6. S. Jin *et al.*, Inference and analysis of cell-cell communication using CellChat. *Nat. Commun.* **12**, 1088 (2021).
7. A.J. Tarashansky *et al.*, Mapping single-cell atlases throughout Metazoa unravels cell type evolution. *Elife* **10**, e66747 (2021).
8. Y. Hu *et al.*, DRscDB: A single-cell RNA-seq resource for data mining and data comparison across species. *Comput. Struct. Biotechnol. J.* **19**, 2018–2026 (2021).
9. W. Song, *et al.*, Tumor-derived ligands trigger host wasting via MEK activation. *Dev. Cell* **48**, 277–286 (2019).
10. Y. Kwon, *et al.*, Systemic organ wasting induced by localized expression of the secreted insulin/IGF antagonist ImpL2. *Dev. Cell* **33**, 36–46 (2015).
11. S.A. Davies *et al.*, Analysis and inactivation of *vha55*, the gene encoding the vacuolar ATPase B-subunit in *Drosophila melanogaster* reveals a larval lethal phenotype. *J. Biol. Chem.* **271**, 30677–30684 (1996).
12. J.P. Day *et al.*, Identification of two partners from the bacterial Kef exchanger family for the apical plasma membrane V-ATPase of Metazoa. *J. Cell Sci.* **121**, 2612–2619 (2008).
13. M.J. O'Donnell, S.H. Maddrell, Fluid reabsorption and ion transport by the lower Malpighian tubules of adult female *Drosophila*. *J. Exp Biol.* **198**, 1647–1653 (1995).
14. L.S. Torrie *et al.*, Resolution of the insect ouabain paradox. *Proc. Natl. Acad. Sci. U.S.A.* **101**, 13689–13693 (2004).
15. J.M. Evans, A.K. Allan, S.A. Davies, J.A.T. Dow, Sulphonylurea sensitivity and enriched expression implicate inward rectifier K<sup>+</sup> channels in *Drosophila melanogaster* renal function. *J. Exp Biol.* **208**, 3771–3783 (2005).
16. Y. Wu, M. Baum, C.L. Huang, A.R. Rodan, Two inwardly rectifying potassium channels, *Irk1* and *Irk2*, play redundant roles in *Drosophila* renal tubule function. *Am. J. Physiol. Regul. Integr. Comp. Physiol.* **309**, R747–756 (2015).
17. D.R. Swale *et al.*, An insecticide resistance-breaking mosquitocide targeting inward rectifier potassium channels in vectors of Zika virus and malaria. *Sci. Rep.* **6**, 36954 (2016).

18. C.M. Sciortino, L.D. Shrode, B.R. Fletcher, P.J. Harte, M.F. Romero, Localization of endogenous and recombinant Na<sup>+</sup>-driven anion exchanger protein NDAE1 from *Drosophila melanogaster*. *Am. J. Physiol. Cell Physiol.* **281**, C449–463 (2001).
19. S.M. Linton, M.J. O'Donnell, Contributions of K<sup>+</sup>: Cl<sup>-</sup> cotransport and Na<sup>+</sup>/K<sup>+</sup>-ATPase to basolateral ion transport in malpighian tubules of *Drosophila melanogaster*. *J. Exp. Biol.* **202**, 1561–1570 (1999).
20. A.R. Rodan, M. Baum, C.L. Huang, The *Drosophila* NKCC Ncc69 is required for normal renal tubule function. *Am. J. Physiol. Cell Physiol.* **303**, C883–894 (2012).
21. C. Wang, A.C. Spradling, An abundant quiescent stem cell population in *Drosophila* Malpighian tubules protects principal cells from kidney stones. *Elife* **9**, e54096 (2020).
22. S.R. Singh, W. Liu, S.X. Hou, The adult *Drosophila* malpighian tubules are maintained by multipotent stem cells. *Cell Stem Cell* **1**, 191–203 (2007).
23. S. Takashima, M. Paul, P. Aghajanian, A. Younossi-Hartenstein, V. Hartenstein, Migration of *Drosophila* intestinal stem cells across organ boundaries. *Development* **140**, 1903–1911 (2013).
24. K. Xu, X. Liu, Y. Wang, C. Wong, Y. Song, Temporospatial induction of homeodomain gene cut dictates natural lineage reprogramming. *Elife* **7**, e33934 (2018).
25. R.J. Hung *et al.*, A cell atlas of the adult *Drosophila* midgut. *Proc. Natl. Acad. Sci. U.S.A.* **117**, 1514–1523 (2020).
26. M.A. Loza-Coll, T.D. Southall, S.L. Sandall, A.H. Brand, D.L. Jones, Regulation of *Drosophila* intestinal stem cell maintenance and differentiation by the transcription factor Escargot. *EMBO J.* **33**, 2983–2996 (2014).
27. B. Ohlstein, A. Spradling, The adult *Drosophila* posterior midgut is maintained by pluripotent stem cells. *Nature* **439**, 470–474 (2006).
28. C.A. Micchelli, N. Perrimon, Evidence that stem cells reside in the adult *Drosophila* midgut epithelium. *Nature* **439**, 475–479 (2006).
29. L. Couturier, K. Mazouni, F. Corson, F. Schweisguth, Regulation of Notch output dynamics via specific E(spl)-HLH factors during bristle patterning in *Drosophila*. *Nat. Commun.* **10**, 3486 (2019).
30. Y. Lu, Z. Li, Notch signaling downstream target E(spl)mbeta is dispensable for adult midgut homeostasis in *Drosophila*. *Gene* **560**, 89–95 (2015).
31. Z. Li, S. Liu, Y. Cai. Differential Notch activity is required for homeostasis of malpighian tubules in adult *Drosophila*. *J. Genet. Genomics* **41**, 649–652 (2014).
32. Z. Li, S. Liu, Y. Cai, EGFR/MAPK signaling regulates the proliferation of *Drosophila* renal and nephric stem cells. *J. Genet. Genomics* **42**, 9–20 (2015).
33. C.E. Dent, G.R. Philpot, Xanthinuria, an inborn error (or deviation) of metabolism. *Lancet* **266**, 182–185 (1954).
34. K. Ichida *et al.*, Identification of two mutations in human xanthine dehydrogenase gene responsible for classical type I xanthinuria. *J. Clin. Invest.* **99**, 2391–2397 (1997).
35. J. Miller *et al.*, *Drosophila melanogaster* as an emerging translational model of human nephrolithiasis. *J. Urol.* **190**, 1648–1656 (2013).
36. A.K. Mandal, D.B. Mount, The molecular physiology of uric acid homeostasis. *Annu. Rev. Physiol.* **77**, 323–345 (2015).
37. H.K. Mitchell, E. Glassman, Hypoxanthine in rosy and maroon-like mutants of *Drosophila melanogaster*. *Science* **129**, 268 (1959).
38. Y.H. Hobani, Metabolomic analyses of *Drosophila* models for human renal disease. *PhD theses* <http://theses.gla.ac.uk/id/eprint/3222> (2012).

39. J. Park *et al.*, Single-cell transcriptomics of the mouse kidney reveals potential cellular targets of kidney disease. *Science* **360**, 758–763 (2018).

### **Legends for Datasets S1 to S10**

**Dataset S1.** Basic QC and sequencing information.

**Dataset S2.** Differentially expressed genes in each cluster. Only positive marker genes are shown.

**Dataset S3.** Table of validated markers, from previous studies and this study, allowing assignment of clusters to cell types or regions.

**Dataset S4.** Full list of regulons and their respective predicted target genes.

**Dataset S5.** List of cell type-specific transcription factors.

**Dataset S6.** Gene pairs for fly and mouse cell type mappings.

**Dataset S7.** Gene pairs for fly and planarian cell type mappings.

**Dataset S8.** GO terms of the six PC cell clusters.

**Dataset S9.** List of gene pairs for cell-cell communication predictions.

**Dataset S10.** Gene list comparison of RSCs and ISCs.

How the deposited data were processed for this re-analysis (not part of the article)

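The data are snRNA-seq of dissected nephrocytes from 1 female and 1 male sample of adult flies. Malpighian tubule data were not analysed here. The authors deposited 2 tables of raw UMI counts per gene and nucleus barcode, made with the cellranger count pipeline. The cellranger version, genome build and annotation are not given in the sources used here. The tables list only barcodes with at least 500 UMIs. Their columns name no sample and no sex was assigned to either, so no comparison of the sexes and no check of the sex labels was made.

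Genes were matched from FlyBase identifiers to symbols by a reference table, which left 69 of 15423 genes without a symbol. Clustering used Python 3.11.15, scanpy 1.11.5, leidenalg 0.10.2, scikit-learn 1.9.0 and scipy 1.17.1. Nuclei with at least 200 genes and genes in at least 3 nuclei were kept, counts were scaled to 10000 per nucleus and logged, and 2000 variable genes, 30 principal components, 15 exact nearest neighbors and a Leiden resolution of 2 were used. *sns*, *Cubn*, *Hand*, *pros*, Y-linked genes, the factors of Dataset S5 and the genes of the Dataset S6 and S7 pairs, 90 genes in all, were left out of the clustering. Scrublet called 3 of 7889 and 2 of 5978 nuclei doublets, too few for the caller to have worked, so doublets were not removed and that alternative was not used.

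A marker counted for a name where its CPM was at least 3 times that of all other nuclei and its exact Poisson lower limit lay above their CPM. At least 3 such markers were needed, and a larger share of the list than for any other class. This is the second of 2 naming rules. The first had no requirement on counts, and was replaced after its names were seen to rest on 1 or 2 UMIs. The second can still count a marker with 1 or 2 UMIs where the other nuclei hold almost none, as it did for *Klf15*. Before either rule was coded, the mixed cluster of 150 nuclei had been read by eye as nephrocyte-like, and *sns* had been seen to lie in part of it. Under the main clustering both rules gave 0 nephrocyte-like nuclei. The sub-clusters, made in 3 settings that were tried first on the mixed cluster and then on every cluster, were added for that reason. The first setting, with a resolution of 0.5 and 10 principal components for clusters of at least 30 nuclei, gave the 56 nuclei used for the reported values. The design written before the data were examined would have given no test of nephrocyte-like nuclei, since its clusters held none.

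Counts were summed per matrix for nephrocyte-like and for all other nuclei. The test was edgeR 4.0.16 in R 4.3.3, with TMM, filterByExpr, a quasi-likelihood fit with the matrix as a block and Benjamini-Hochberg adjustment. The block pairs the 2 sums of a matrix because they come from the same preparation. Standard errors are the log2 fold change divided by the square root of the F statistic. DESeq2 1.42.0, no filter on low counts and no block were alternatives. The edgeR step was tested on simulated data for this comparison, with 10092 genes, of which 200 were changed. It recovered 190 and made 15 false calls, above the nominal share. DESeq2 recovered 140 with 0 false calls, and edgeR without the block 192 with 21. The simulation used the same profile in both matrices, with no matrix effect, and made large changes only in genes with enough counts. On the real sums edgeR without the block called 0 genes higher, so the simulation does not give the error rate for these data.

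The genes named are those the study names for its nephrocyte clusters, the Dataset S5 factors, the first 10 genes of each pair list, the marker lists of the classes discussed and the 10 genes with the largest ratio among those with at least 20 UMIs and a ratio above 3 in each matrix. The latter were *sns*, *CG33296*, *Cubn2*, *MtnE*, *kn*, *Syn1*, *Trmt6*, *CG42327*, *Pvf3* and *pros*. Values in the study's tables had been seen when the rule was written. *Dl* was not matched to 1 gene of the tables. Intervals cover counting error only, and a group with 0 UMIs allows up to 3.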

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

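The tests in this part were chosen after the results were seen. Both results concern nuclei that were not named nephrocyte-like here. The paper's nephrocyte nuclei were not matched to barcodes, so whether its clusters include any of these nuclei is not known.

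*sns* was at 577 CPM in a trachea-like cluster of 91 nuclei, 11.8 times the level in the other nuclei outside the nephrocyte-like group (9.78 to 14.2), and *Cubn* was 6.41 times higher (4.57 to 8.75). What drew attention is that these nephrocyte genes stand out in nuclei given another name here. Only 7 of the 91 nuclei had an *sns* UMI, and 100 of the 123 UMIs came from 1 nucleus, so the level does not describe the cluster. A candidate explanation is that a few nephrocyte nuclei were grouped with others. *kirre* was 3.47 times higher (2.75 to 4.39) in the nuclei with an *sns* UMI than in the others, which goes with that explanation, though the interval reaches below the 3 times asked for. That few nuclei hold the *sns* UMIs tells little, since only 7 have any. Against all 7 being nephrocyte nuclei, *kn* had 0 UMIs in them, where their 57071 UMIs would hold 119.9 at the nephrocyte-like level. All 9 of the genes compared, the 10 with the largest ratio in nephrocyte-like nuclei apart from *sns*, were below that level beyond counting error. The nucleus with most of the *sns* held 17555 of the 57071 UMIs. If it alone were a nephrocyte nucleus, the others would dilute its levels, so the pooled values cannot decide that case. The UMIs in that nucleus alone were 0 for *kn*, 1 each for *CG33296* and *Pvf3*, 2 for *pros* and 4 for *MtnE*. They were 9 for *Cubn2*, 10 for *Syn1*, 11 for *Trmt6* and 17 for *CG42327*. These counts were not tested against the nephrocyte-like level. Of the same 9 genes, 5 were higher than in the other nuclei of the cluster beyond counting error, with most of their UMIs in the nucleus that holds most of the *sns*. Of the 35 nephrocyte-like nuclei with an *sns* UMI, 14 had a *kn* UMI, so a nephrocyte nucleus without one is not excluded. With 1 nucleus behind most of the signal, the explanation stays open. The design gives no biological contrast to test.

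Male accessory gland-like clusters held 657 nuclei, all in the smaller matrix and 0 in the larger matrix. The study's methods state that unrelated clusters were filtered out, which would cover these nuclei, and the paper does not report on them. A candidate explanation is nuclei of another tissue in that preparation, whose free RNA reaches other nuclei. Outside these clusters, the summed accessory gland markers were at 104 CPM in the smaller and 0.994 CPM in the larger matrix, a ratio of 104.6 (66.7 to 174), which is what that explanation needs. Gland nuclei placed in other clusters would give the same ratio and were not excluded. These clusters carry markers of a male gland and the deposit names the smaller table for male, which goes with a difference of sex. No sex was assigned here, and with 1 matrix on each side a difference of dissection or library was not excluded. No biological explanation was tested.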

How the results depend on the processing

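The sub-cluster settings, the naming without count support and the groups of nephrocyte-like nuclei from other clusterings were chosen after the data were examined. The other alternatives were set before.

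The number of nephrocyte-like nuclei was 0 under the main clustering and depends on the setting. It was 84 with 50 principal components, 99 with the left-out genes kept in the clustering and 80, all in the larger matrix, with each matrix clustered on its own. It stayed at 0 in the other alternatives set in advance. The 3 sub-cluster settings gave 56, 54 and 59. With the naming rule first written, which needs no count support, 50 principal components gave 0 rather than 84, and the number was 302 at resolution 3, 454 with 30 nearest neighbors, 298 with another seed, 99 with the left-out genes kept, 137 with each matrix on its own, and 463, 262 and 386 in the sub-cluster settings. The cause was not tested. Scrublet did not work on these data, so its setting was not used.

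The *kl-3* cluster held 78 nuclei, and 45 with 4000 variable genes, 44 with 50 principal components, 56 with 30 nearest neighbors, 45 with at least 500 genes per nucleus and 42 with each matrix on its own. The cause was not tested. In every setting run, all of its nuclei were in the smaller matrix.

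Leaving out the matrix block (no replicate block) removed every call of the edgeR test of nephrocyte-like nuclei. The log2 fold changes of *sns*, *Cubn*, *Hand* and *pros* stayed at 6.28, 4.51, 2.97 and 4.51, but their adjusted p rose to 0.0690, 0.0690, 0.0917 and 0.135. The number of genes called was then 0 higher and 0 lower, against 278 and 1406 at an unadjusted p under 0.05, and 0 of the Dataset S5 factors were called. DESeq2 with the block called 109 higher and 195 lower. Under the tests that keep the block, the 4 genes stayed past the threshold. For the 56 nuclei, adjusted p for *Hand* was 0.00401 with edgeR, 0.00767 with edgeR and no filter on low counts, and 0.00912 with DESeq2. The smallest value, 9.79e-12 (edgeR), came from the group with the left-out genes kept in the clustering. There the 4 genes could shape the clusters, so that value is not independent of them. With 4 sums from 2 matrices the calls rest on the block, and the cause was not tested further.

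The number of genes higher was 225 in the group from 50 principal components and 202 with the left-out genes kept, and the number lower was 288 in the latter. The cause was not tested. With either matrix left out there is no test, and the log2 ratio was 6.68 to 7.04 for *sns*, 5.07 to 5.10 for *Cubn*, 3.46 to 3.68 for *Hand* and 4.06 to 5.20 for *pros*. Without the larger or the smaller matrix, 7 and 6 of the Dataset S5 factors had a ratio above 3. Resolution 1 and resolution 3 gave no nephrocyte-like nuclei, so they gave no value for these results.

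Without the larger matrix, 2 rather than 1 of the pericardial genes of Dataset S7 were higher in the *kl-3* cluster, the counts for the garland and podocyte lists were 10 and 1, and the median ratio of the spermatocyte genes was 18.2 rather than 38.1. Without the smaller matrix the *kl-3* cluster has no nuclei. Thinning to 500 UMIs lowered the share of *kl-3* cluster nuclei with a UMI from 12.8% to 0% for *sns* and from 17.9% to 3.85% for *Cubn*, as fewer UMIs per nucleus must. The number of podocyte genes with a larger share in the *kl-3* cluster went from 3 to 1, and the cause was not tested. The ratios of *sns* and *Cubn* between the groups stayed within their counting intervals under the alternatives run. No check of the sex labels was run, since no sex was assigned. The nephrocyte-like nuclei held 57125 UMIs in all, which limits what they can show.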

Differences from the paper's values

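The paper gives 93 pericardial nephrocyte nuclei, and the main clustering here gave 0 nephrocyte-like nuclei. Of the alternatives set before the data were examined, 50 principal components (84), the left-out genes kept in the clustering (99) and each matrix clustered on its own (80) came within 1.5 times of the paper's number, and the others gave 0. The sub-cluster settings, chosen after the values were seen, gave 56, 54 and 59, which did not. The naming rule first written gave 99 with the left-out genes kept and 137 with each matrix on its own, both within 1.5 times, and its other values did not come within it. The names were rebuilt here from markers, and the nephrocyte-like group is not limited to pericardial nuclei.

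The paper gives 41 garland nephrocyte nuclei, and the *kl-3* cluster held 78. Of the alternatives set before the data were examined, 4000 variable genes (45), 50 principal components (44), 30 nearest neighbors (56), at least 500 genes per nucleus (45) and each matrix clustered on its own (42) came within 1.5 times, whereas resolution 1 (76), resolution 3 (76), another seed (76), the left-out genes kept (73) and centering within each matrix (64) did not. The *kl-3* cluster was set beside the paper's garland cluster by its marker in Fig. 1B alone.

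The paper names *sns*, *Cubn*, *Hand* and *pros* as defining both nephrocyte clusters. In the *kl-3* cluster *pros* was 8.08 times higher than in the other nuclei of the smaller matrix, and 3.55 times over both matrices, whereas in the smaller matrix *sns*, *Cubn* and *Hand* were at 0.559, 0.907 and 0.912 times their level.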

Other observations

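Of the tests in this part, the predictions for the germline and for the mixture were written before the data were examined, but the sub-cluster split used for the mixture was chosen afterward, and the germline test was first limited to *sns* and *Cubn*, which it met, and was extended to every nephrocyte gene, as the prediction is worded, after *pros* had been seen to be raised.

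The *kl-3* cluster was tested against the hypothesis that it holds nuclei of the male germline. Of the 14 spermatocyte genes outside the Y chromosome, 11 were at least 3 times higher in it than in all other nuclei. Leaving out the genes in the study's pairs gives a different set of 11 of the 14, of which 8 were at least 3 times higher, with a median ratio of 38.1, and of 18.2 within the smaller matrix. None of these 11 genes was left out of the clustering by design, but 0 of them were among the variable genes the main clustering used. The nephrocyte-like nuclei hold too few UMIs to serve as a contrast for this list. *can* had 17 UMIs, *sa* 28, *aly* 11 and *comr*, which counts as raised in both sets, 1 in the cluster, so the list rests on genes of low count. Against the hypothesis as it was written, which held that no nephrocyte gene would be raised, *pros* was 8.08 times higher (6.03 to 10.7) and *Cubn2* 1.95 times higher (1.22 to 2.96) than in the other nuclei of the smaller matrix, and 3.55 times (2.71 to 4.57) and 2.17 times (1.37 to 3.29) over both matrices. The *pros* UMIs, 63 in 20 nuclei, were not carried by a single nucleus, which held 9 at most. *pros* is not specific to nephrocytes here, since it was at 757, 253 and 87.8 CPM in the 3 neuron-like clusters and at 118 CPM in the *kl-3* cluster. Of the other nephrocyte genes, *sns*, *Cubn* and *Hand* were not raised and *kirre* was at 0.864 times (0.791 to 0.943) the level of the other nuclei of the smaller matrix, which argues against the profile of the nephrocyte-like nuclei. *mgl* was below the other nuclei in both groups, and *Dot* had 0 UMIs in both. The hypothesis also held that the nuclei would be in the male sample. All 78 were in the smaller matrix, whose number of nuclei and medians lie near the male values of Dataset S1, but no sex was assigned from such values. The spermatocyte part of the hypothesis was met and the part on nephrocyte genes was not met in full, so germline nuclei and nephrocyte nuclei with germline genes cannot be told apart from these values.

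The nephrocyte-like nuclei were tested for a mixture of pericardial and garland nuclei. In the sub-cluster setting that divided them, into 31 and 28 nuclei, *Hand* was 2.17 times higher in the first (0.627 to 9.50), *pros* 1.66 times (0.969 to 2.92) and *sns* 3.16 times (2.43 to 4.15). *abd-A*, with 7 UMIs over both, was 2.17 times higher in the first (0.356 to 22.8). *Ubx*, with 12 UMIs over both, was 4.35 times higher in the first (0.927 to 40.8). *Hand* and *pros* thus moved the same way, whereas the hypothesis as written had them move in opposite directions. The intervals of *Hand*, *pros*, *abd-A* and *Ubx* include equality. The *sns* interval does not, but the nuclei with the most *sns* in each matrix, both in the first part, together hold 151 of its UMIs, and without these 2 nuclei the *sns* ratio was 1.49 (1.10 to 2.03). A difference in *sns* alone does not bear on the predicted pattern of *Hand* and *pros*, so a mixture and a single type cannot be told apart at this depth.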
